# Inflammation induced by incomplete radiofrequency ablation accelerates tumor progression and hinders PD-1 immunotherapy

**DOI:** 10.1038/s41467-019-13204-3

**Published:** 2019-11-28

**Authors:** Liangrong Shi, Junjun Wang, Nianhua Ding, Yi Zhang, Yibei Zhu, Shunli Dong, Xiaohui Wang, Changli Peng, Chunhui Zhou, Ledu Zhou, Xiaodong Li, Hongbing Shi, Wei Wu, Xueyin Long, Changping Wu, Weihua Liao

**Keywords:** Immunoediting, Colon cancer

## Abstract

Radiofrequency ablation (RFA) promotes tumor antigen-specific T cell responses and enhances the effect of immunotherapy in preclinical settings. Here we report that the existence of remnant tumor masses due to incomplete RFA (iRFA) is associated with earlier new metastases and poor survival in patients with colorectal cancer liver metastases (CRCLM). Using mouse models, we demonstrate that iRFA promotes tumor progression and hinders the efficacy of anti-PD-1 therapy. Immune analysis reveals that iRFA induces sustained local inflammation with predominant myeloid suppressor cells, which inhibit T cell function in tumors. Mechanistically, tumor cell-derived CCL2 is critical for the accumulation of monocytes and tumor-associated macrophages (TAMs). The crosstalk between TAMs and tumor cells enhances the CCL2 production by tumor cells. Furthermore, we find that administration of a CCR2 antagonist or the loss of CCL2 expression in tumor cells enhances the antitumor activity of PD-1 blockade, providing a salvage alternative for residual tumors after iRFA.

## Abstract (web summary)

Radiofrequency ablation is used to treat metastatic colorectal cancer. In this study, the authors show that incomplete ablation of tumours results in metastases and show in mouse models that the chemokine CCL2 recruits myeloid cells to the partially ablated tumours, which can block T cell function.

## Introduction

The PD-L1 (programmed death ligand 1)/PD-1 axis blockade immunotherapy induces long-lasting responses and prolongs overall survival (OS) in patients with metastatic cancers^1^. However, a majority of patients do not benefit from this treatment^2^. The efficacy of anti-PD-L1/PD-1 therapy is closely associated with pre-existing anti-tumor immune responses^3–5^. Thus, the rational combination of treatments that can induce anti-tumor immune responses and the anti-PD-L1/PD-1 therapy should produce synergistic efficacy for a larger number of cancer patients. Local treatment with thermal ablation cannot only reduce the tumor burden but also stimulate the host anti-tumor immune response, thereby showing a promising prospect of being combined with checkpoint blockade immunotherapy (CBI).

The thermal ablation of tumors is the local application of extreme temperatures to induce coagulative necrosis for the cure or palliation of many tumor types as an alternative to surgery^6^. Radiofrequency ablation (RFA) is the most commonly used thermal technique. In fact, RFA combined with CBI has been proven to be effective in preclinical and some clinical studies^7–11^. However, RFA has also been reported to cause rapid tumor progression^12–17^, which might be due to incomplete ablation of the target tumors^14,18^. The present study aims to evaluate the immune response in residual tumors after incomplete RFA (iRFA) and explore whether the combination of RFA and immunotherapy can be extended to patients with advanced tumors that cannot be ablated completely.

## Results

### iRFA is associated with poor survival in CRCLM patients

In order to study whether the presence of the residual tumor is associated with rapid disease progression after iRFA, we performed a retrospective case-controlled study of patients with CRCLM. From January 2008 to December 2016, we treated 551 patients with CRCLM using RFA. Among them, 43 patients were found to have incomplete ablation, which was defined as observable residual tumor within or at the periphery of the original ablative zone within 4 months after RFA (Group A). As the control group (Group B), 43/506 patients, age- and sex-matched but without local residual tumor after RFA during the same study period were selected. The clinicopathological characteristics of the enrolled patients are listed in Supplementary Table 1. In Group A, the main risk factors related to observable residual tumor included the size of tumor greater than 3 cm, contact with portal vein and hepatic hilum, and adjacency to gastrointestinal tract (Supplementary Table 2). Typical CT images of a patient with local residual tumor and new hepatic metastasis are shown in Fig. 1a. Next, we compared the time to new metastasis (TTNM) (including extrahepatic and intrahepatic metastases separated from the RFA zone) and OS between groups A and B. Significantly shorter TTNM and OS were observed in group A comparing to the group B (Fig. 1b, c). Multivariate analysis identified incomplete ablation as an independent risk factor for the earlier occurrence of new metastasis and poor survival (Supplementary Table 3).

**Fig. 1:**
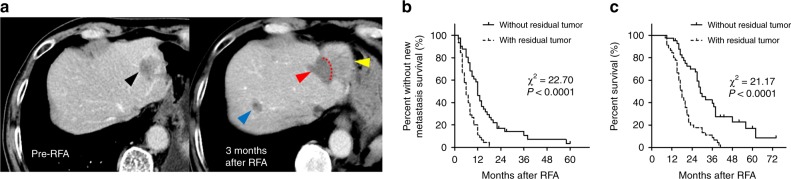
iRFA is associated with earlier new metastasis and poor survival in CRCLM patients. A retrospective study of patients with CRCLM treated with RFA, in which 43 patients with local residual tumors were divided into Group A and another 43 matched patients without local residual were divided into Group B. **a** Typical CT images of a patient who had local residual tumor and new hepatic metastasis (black arrow: target tumor pre-RFA, red arrow: necrotic zone, yellow arrow: local recurrent tumor, blue arrow: new hepatic metastasis (*n* = 43); **b** Kaplan–Meier curves of time to new metastasis (TTNM); **c** Kaplan–Meier curves of overall survival (OS) (*n* = 43). Source data are provided as a Source Data file.

### iRFA accelerates tumor progression and hinders PD-1 therapy

To further study the immune reaction in the residual tumor, mice were inoculated with colon cancer cell lines CT26 and MC38, which can be inhibited by the RFA-elicited immune response^7,19^. Next, iRFA was performed to cause partial necrosis of tumors (Fig. 2a). We found that iRFA initially reduced the size of the treated tumor. However, the residual tumors eventually grew even larger than the control tumors (Fig. 2b, c). Notably, a greater number of metastasis was found in the cavity, liver, and lung at day 14 post-iRFA (Fig. 2d). The survival time was significantly reduced in mice treated with iRFA as comparing to the untreated mice (Fig. 2e). Next, we sought to determine whether the thermal injury in the normal tissue caused by RFA leads to tumor progression. RFA was performed in subcutaneous tissue at the contralateral flank ensuring no damage to the implanted tumor (Supplementary Fig. 1A). However, no significant difference in tumor growth and distant metastasis between RFA of normal tissues and control groups was observed (Supplementary Fig. 1B). Collectively, these data suggest that the presence of residual tumor causes rapid disease progression after iRFA.

**Fig. 2:**
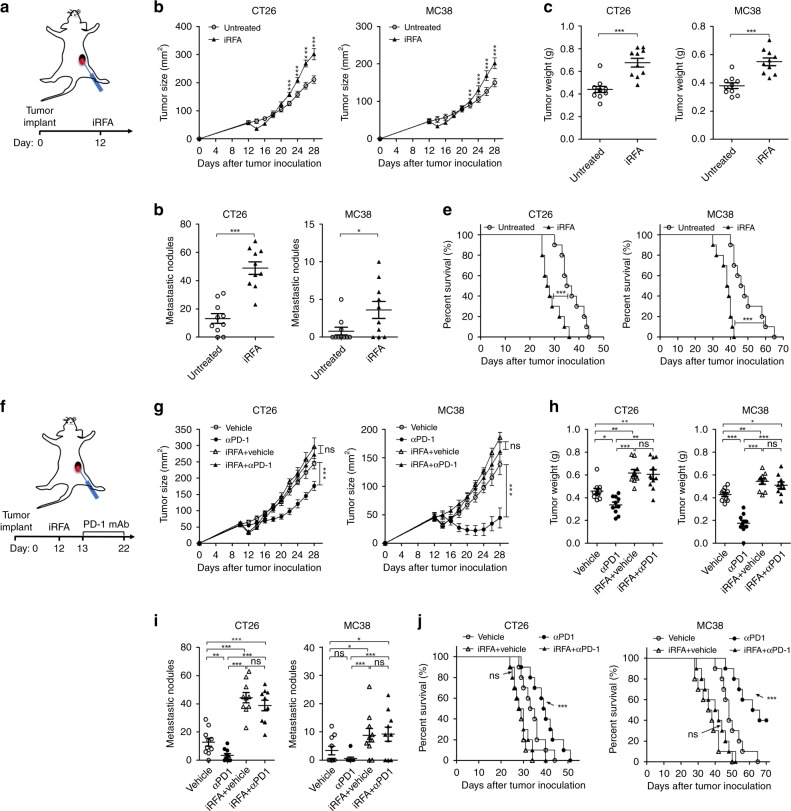
iRFA promotes tumor progression and hinders anti-PD-1 therapy. **a.** Diagram of iRFA treatment. 1 × 10^6^ CT26 or MC38 cells were injected *i.d*. into male BALB/C and C57BL/6 mice, respectively, on right flank. iRFA was performed to cause partial necrosis of the tumors when the longest dimension reach about 0.8 cm. **b** Growth curve of the residual tumor (*n* = 10). **c**. Weight of the residual tumor examined on day 14 after iRFA by dissection the mice (*n* = 10). **d** Number of the metastasis examined on day 14 after iRFA by dissection the mice (*n* = 10). **e** Kaplan–Meier survival curves are shown and the log-rank test was performed (*n* = 10). **f** Schematic of the study of combined therapy with iRFA and PD-1 inhibition. Anti-PD-1 mAb (200 μg, clone: J43) or vehicle was administered through intraperitoneal injection to mice every 3 days for a total of four times. **g** Growth curve of the residual tumor (one-sided ANOVA test, ns presents not significant, ***P < 0.001, *n* = 10). **h** Weight of the residual tumor examined on day 14 after iRFA by dissection the mice. **i** Number of metastasis examined on day 14 (*n* = 10). **j** Kaplan–Meier survival curves are shown and the log-rank test was performed (ns presents not significant: compared to iRFA + vehicle, ***P < 0.001: compared to the other three groups, *n* = 10). Data represent cumulative results from 1/2 independent experiments with 10 mice per group. Statistical differences between pairs of groups were determined by a two-tailed Student’s *t*-test. (ns presents not significant, *P < 0.05, **P < 0.01 ***P < 0.001). Each error bar represents means ± SEM. Source data are provided as a Source Data file.

We have shown previously that PD-1 blockade enhances the RFA-elicited antitumor immunity, and hence, we sought to investigate whether the PD-1 blockade therapy inhibited the growth of the residual tumor after iRFA (Fig. 2f). Treatment with PD-1 mAbs alone could inhibit the growth of CT26 and MC38 tumor. However, the PD-1 blockade therapy had little effect in combination with iRFA; no significant differences were detected in the growth curve of residual tumor, the number of metastasis, and survival of mice between iRFA plus PD-1 mAbs and the iRFA groups (Fig. 2g–j). Futher, we confirmed this finding in mice bearing Hepa1-6 tumors, a hepatic cancer model that responds to PD-1 blockade therapy^20^ (Supplementary Fig. 2A–D). These data suggested that residual tumors after iRFA are resistant to anti-PD-1 therapy.

### iRFA elicits inflammation and induces immune suppression

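Bulk RNA from 3 residual tumors taken 3 days after iRFA and from 3 untreated tumors was sequenced. CT26 is a colon carcinoma cell line from BALB/c mice. The methods of the paper name a total RNA purification kit for the extraction, whereas the labels of the samples name Trizol. The authors checked the reads with FastQC, aligned them with HISAT2 to the mouse genome GRCm38 and estimated FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) with StringTie. No versions are given for these programs. The deposited FPKM values cover 32110 genes in each of the 6 libraries. They sum to 317992, 313940 and 340485 in untreated replicates 1 to 3 and to 345320, 341807 and 342247 in iRFA replicates 1 to 3. The files hold no read counts, so the depth of each library is unknown and no counting interval is given. The smallest steps between low values place the depth, relative to untreated replicate 1, at 1.00 and 1.08 for untreated replicates 2 and 3 and at 1.10, 1.09 and 1.09 for the iRFA replicates. Gene names and positions were taken from GENCODE release 21 of the mouse, which pairs 32060 of the gene identifiers with a name. Genes with a mean of at least 0.5 FPKM over the 6 libraries, 15560 in all, were tested. The groups were compared on log2(FPKM + 1) with limma, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of genes with low FPKM. Gene lists fixed before the data were examined were compared with the other genes by limma's camera with a preset correlation of 0.01 between genes. Some of their themes, such as inflammatory response, leukocyte migration and CCR2 ligands, follow terms that the paper reports from these same samples. These lists are therefore not independent of the paper's result. With 3 tumors against 3, the smallest two-sided p of an exact permutation test is 0.1. A median SD of 0.29 on the log2 scale separated the 3 untreated libraries, against 0.10 among the iRFA libraries.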

To obtain an unbiased understanding of the underlying molecular mechanism of iRFA, we performed RNA-seq analysis using fresh residual CT26 tumors 3 days after iRFA as well as control tumors. Our analysis revealed distinct gene expression profiles between the iRFA-treated tumor and the untreated tumor (Fig. 3a, b). 

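Granzyme B (Gzmb), a protease of cytotoxic lymphocytes, was at 18.5 ± 0.978 FPKM (SD, n = 3) in the iRFA-treated tumors and at 7.53 ± 0.865 FPKM (SD, n = 3) in the untreated tumors. This is a log2 fold change of 1.20 (standard error 0.11, adjusted p = 0.250 from limma), and its unadjusted p was the smallest of all genes tested. Type I collagen (Col1a1), the main fiber of connective tissue, was at 103 ± 51.9 FPKM after iRFA and at 1117 ± 911 FPKM (SD, n = 3) without treatment (log2 fold change −2.64, standard error 1.26, adjusted p = 0.250 from limma). Its mean without treatment combines 1484 and 1787 FPKM in untreated replicates 1 and 2 with 79.0 FPKM in the library labelled untreated replicate 3. Keratin 19 (Krt19), a filament protein of simple epithelia, was at 257 and 239 FPKM in untreated replicates 1 and 2, is listed at 0 in the library labelled untreated replicate 3 and reached no more than 0.155 FPKM in the iRFA libraries. Of the reference genes of the paper's PCR, Actb was at 849 ± 13.8 FPKM after iRFA and 714 ± 125 FPKM without treatment (SD, n = 3). Gapdh, which has many processed pseudogenes that may share its reads, was at 8.16 ± 1.79 and 8.41 ± 2.29 FPKM (SD, n = 3).
No gene passed the threshold of limma, with 0 genes higher and 0 lower after iRFA, while at an unadjusted p under 0.05 there were 1236 higher and 1050 lower. The FPKM of the groups did not overlap in 1775 genes that were higher and 1634 that were lower, together 21.9% of the genes tested. Other divisions of the 6 libraries into 3 and 3 gave up to 3924 genes at an unadjusted p under 0.05 and up to 4825 without overlap. Over all genes tested, untreated replicates 1 and 2 had a Pearson correlation of 0.983 with each other and of 0.801 to 0.807 with the library labelled untreated replicate 3, which had 0.983 to 0.987 with the iRFA libraries. Between 3482 and 3492 genes differed at least 2-fold between it and the other untreated libraries, and 187 to 271 between it and the iRFA libraries. Without this library, 5269 genes were higher and 4711 lower (adjusted p under 0.05), of which 1110 and 1960 at least 2-fold. That comparison rests on untreated replicates 1 and 2, where 80 genes are at 10 FPKM or more in both and under 1% of that in each of the other 4 libraries, so the effect of iRFA is not separated there from a different origin of these tumors. Leaving out any other single library gave 0. Without untreated replicates 1 and 2, an alternative chosen after the data were examined, 1 gene was higher and 0 lower. This leaves 1 untreated library, which is assumed to vary like the iRFA libraries. Genes with an FPKM above 0 in at least 1 library numbered 25963 in both groups, 3853 in untreated tumors only and 2294 in iRFA-treated tumors only.

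**Figure D1:**
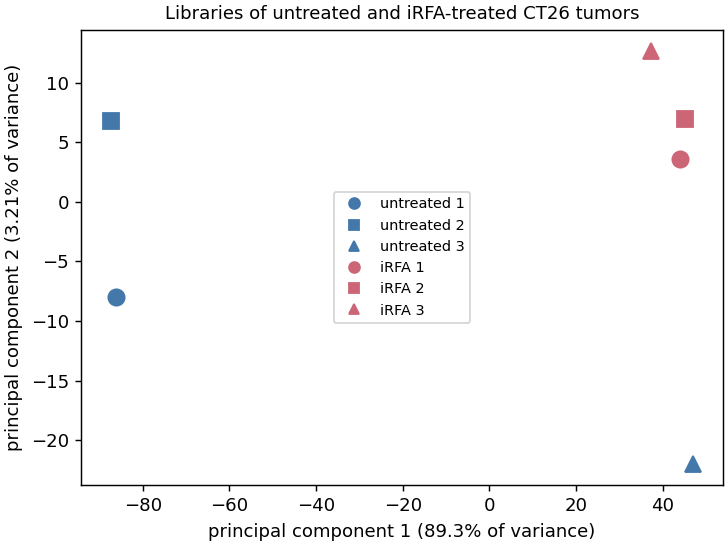
Principal components of log2(FPKM + 1) over the genes tested, with component 1 on the x axis and component 2 on the y axis. Each point is 1 library of an untreated (blue) or iRFA-treated (red) tumor. Component 1 holds 89.3% of the variance and places untreated replicates 1 and 2 opposite the other 4 libraries.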

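Genes of leukocyte migration and pan-leukocyte genes ranked higher in the iRFA-treated tumors than other genes. Of 26 tested members of a leukocyte migration list, 18 had a positive log2 fold change and 12 were higher in every iRFA library than in every untreated library (median log2 fold change 0.38, camera adjusted p = 0.00635, and adjusted p = 0.77 with an estimated correlation). Csf1r, the receptor for the macrophage growth factor CSF1, was at 116 ± 3.59 FPKM after iRFA and 71.3 ± 24.8 FPKM without treatment (SD, n = 3). Cd47, which restrains phagocytosis, was at 51.3 ± 2.93 and 49.3 ± 4.30 FPKM (SD, n = 3), and the sign of its log2 fold change of 0.06 flipped when libraries were rescaled to equal sums. Of 12 pan-leukocyte genes, 11 had a positive log2 fold change (median 0.39, camera adjusted p = 0.00199, and adjusted p = 0.77 with an estimated correlation), with Laptm5 at 81.9 ± 9.28 against 61.5 ± 12.7 FPKM and Arhgdib at 51.6 ± 2.38 against 66.1 ± 21.8 FPKM (SD, n = 3). Both calls were lost with an estimated correlation and without the library labelled untreated replicate 3, where the adjusted p was 0.125 and 0.112 and the medians rose to 0.49 and 0.52. Without untreated replicates 1 and 2, which leaves 1 untreated library, the medians were 0.24 and 0.26. The lists of neutrophil, monocyte, dendritic cell and mast cell markers did not pass, with positive values in 5 of 12 neutrophil markers (median −0.15, camera adjusted p = 0.799), 8 of 14 monocyte markers (median 0.11, camera adjusted p = 0.750), 3 of 10 dendritic cell markers (median −0.23, camera adjusted p = 0.519) and 0 of 7 mast cell markers (median −0.89, camera adjusted p = 0.137). The mast cell list passed as lower without the library labelled untreated replicate 3 (adjusted p = 8.1e-04). Without untreated replicates 1 and 2, the medians of these 4 lists were 0.31, 0.17, 0.04 and 1.68. Among their abundant members, log2 fold changes were 1.57 for Acod1, −1.81 for Thbs1, 1.18 for Fscn1, 0.14 for Irf8, −0.89 for Tpsb2 and −0.89 for Cma1 (standard errors 0.30, 1.08, 0.50, 0.17, 1.15 and 1.08).
Of 32 tested genes of an inflammatory response list, 18 had a positive log2 fold change, and 13 were higher and 0 lower in every iRFA library than in every untreated library (camera adjusted p = 0.137). Over all genes tested, 11.4% were higher without overlap. Its members Tnfrsf1b, a receptor for TNF, and Casp1, which matures interleukin-1 beta, had log2 fold changes of 0.38 (standard error 0.14) and 0.48 (standard error 0.13). CCR2 ligands had a median log2 fold change of 0.80 (camera adjusted p = 0.114), with 3 of 4 genes above the untreated libraries without overlap. Among 26 hypoxia and HIF-1 target genes, 0 were higher and 7 were lower without overlap (camera adjusted p = 0.403), and the glycolytic enzymes Pgk1 and Ldha had log2 fold changes of 0.64 (standard error 0.31) and 0.51 (standard error 0.27). Without the filter on low values, the inflammatory response and CCR2 ligand lists passed as higher (adjusted p = 0.0231 for each). The direction of the hypoxia list turned from lower to higher without the library labelled untreated replicate 3 (adjusted p = 0.966). In the wound healing and matrix remodelling list, 9 of 24 genes had a positive log2 fold change (camera adjusted p = 0.469), and fibronectin (Fn1) was at 331 ± 31.1 against 304 ± 130 FPKM (SD, n = 3).
Genes of other tissues were lower after iRFA by the same test. Skeletal muscle and contractile fiber genes had a median log2 fold change of −0.59 (29 of 31 negative, camera adjusted p = 0.0129), keratinocyte and skin markers of −1.77 (16 of 16 negative, camera adjusted p = 0.00343) and fibroblast markers of −0.91 (12 of 14 negative, camera adjusted p = 0.0234), each with an adjusted p = 0.77 with an estimated correlation. All 3 calls ended without untreated replicate 2, at an adjusted p of 0.27 for muscle and 0.0572 for skin and fibroblasts, and the medians shrank to −0.26, −0.31 and −0.51. With the library labelled untreated replicate 3 left out instead, the medians were −1.51, −2.78 and −1.60 (adjusted p = 6.7e-07, 0.00937 and 0.0193). The muscle call also ended without untreated replicate 1 (adjusted p = 0.100) or iRFA replicate 3 (adjusted p = 0.0556), and the fibroblast call without iRFA replicate 1 (adjusted p = 0.0557) or iRFA replicate 2 (adjusted p = 0.0501). In total, 7 of 50 tested lists were higher and 3 lower, and 0 with an estimated correlation. By fry, 0 lists passed (smallest adjusted p 0.164), and Fisher's exact test had 0 called genes to compare, so it gave p = 1 for each list. Of 671 Reactome pathways, 212 were higher and 22 lower with the preset correlation, together 234. The estimated correlation was not run for pathways, and another division of the 6 libraries into 3 and 3 gave 268. Without untreated replicate 2, 0 lists and 13 pathways were lower, and without the library labelled untreated replicate 3, 4 lists were higher and 6 lower. Without untreated replicates 1 and 2, an alternative chosen after the data were examined that compares 1 untreated library, assumed to vary like the iRFA libraries, 23 lists were higher and 1 lower, and 103 pathways were higher and 0 lower. The log2 fold changes then had medians of 0.23 for the inflammatory response, −0.19 for hypoxia, 0.85 for skeletal muscle, 0.05 for skin and 0.13 for fibroblasts, so the last 3 were no longer lower.

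**Figure D2:**
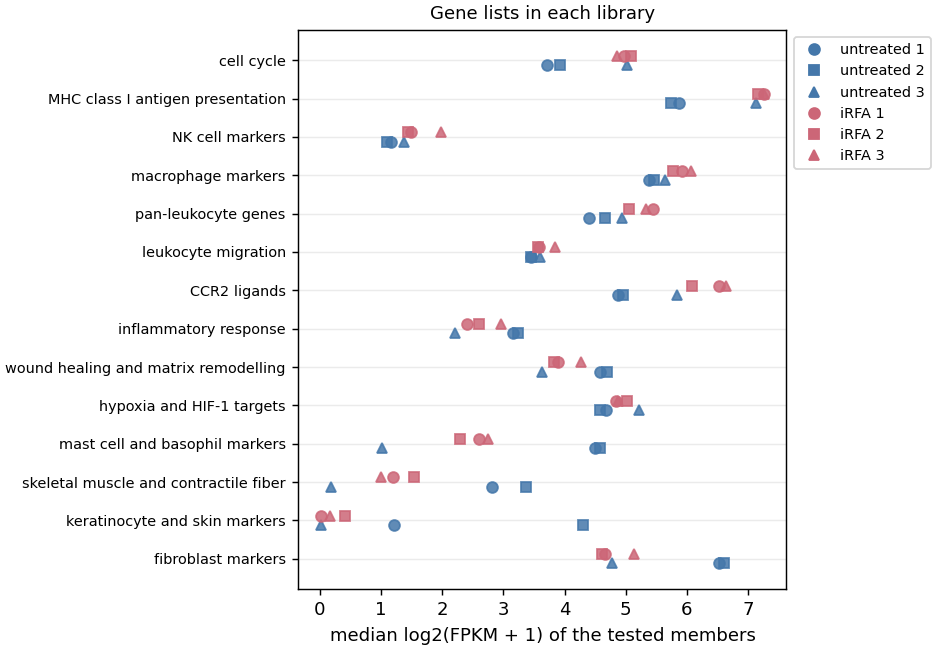
Median log2(FPKM + 1) of the tested members of each gene list (x axis) in each library of untreated (blue) and iRFA-treated (red) tumors. The macrophage and pan-leukocyte medians of the iRFA libraries lie above those of all untreated libraries.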

Gene Ontology (GO) analysis of differentially expressed genes showed that the top enriched terms included inflammatory response, immune response, immune system processing, leukocyte chemotaxis and migration, hypoxia, CCR2 chemokine receptor binding, and response to wounding (Fig. 3c). Genes encoding damage-associated molecular patterns molecules (DAMPs), proinflammatory cytokines, chemokines, and genes associated with immunosuppression were overexpressed in the residual tumor (Fig. 3d). These data indicate that iRFA elicited complex inflammatory reaction in residual tumor, which ultimately promotes immunosuppression in the tumor microenvironment (TME).

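Among the genes drawn in Fig. 3d, Ccl2, Ccl5 and Cxcl9 were among those higher in every iRFA library than in every untreated library, and Il10 and Pdgfb were lower in every one. The chemokine Cxcl9, which attracts T cells, was at 93.0 ± 15.7 FPKM after iRFA and 61.7 ± 19.1 FPKM without treatment (SD, n = 3), and its receptor partner in this list, Cxcr3, was at 1.92 ± 0.878 against 3.85 ± 2.03 FPKM (SD, n = 3). Il10, a suppressive cytokine, was at 0.342 ± 0.165 against 4.09 ± 3.16 FPKM (SD, n = 3), a log2 fold change of −1.64 (standard error 0.61, adjusted p = 0.250 from limma). The growth factor Pdgfb was at 5.93 ± 0.341 against 9.56 ± 1.47 FPKM (SD, n = 3).
Of the 32 genes of this list, 27 were tested, and 14 had a positive and 13 a negative log2 fold change. The other 5 genes, Il4, Il6, Il12a, Csf2 and Cxcr2, had mean values of 0.577 FPKM or less in either group. The rows Cxcl8 and Cxcl6 of the figure have no mouse gene of that symbol. With limma, 0 genes were higher, also 0 when adjusted over the list alone (smallest adjusted p 0.0602, for Ccl5). The list is that of the paper's figure on these samples, so it is not independent evidence of a direction. The list as a whole had a camera adjusted p of 0.727. Without the library labelled untreated replicate 3, 10 genes were higher and 10 lower, beside 5269 higher and 4711 lower of all 15560 genes tested.
Of the damage-associated genes in Fig. 3d, Hmgb1 was at 44.7 ± 6.41 against 30.0 ± 14.0 FPKM and Hspa4 at 62.1 ± 4.26 against 51.8 ± 10.0 FPKM (SD, n = 3). A list of 24 such molecules had 15 positive log2 fold changes (camera adjusted p = 0.351), with the chaperones Hsp90ab1 and Calr at log2 fold changes of 0.29 (standard error 0.18) and 0.29 (standard error 0.16). A list of proinflammatory cytokines had 6 positive and 6 negative values (camera adjusted p = 0.974), and its median of −0.0043 and mean of −0.07 have the opposite sign to the test. Csf1, the growth factor of macrophages, was at 84.0 ± 6.10 against 41.3 ± 47.0 FPKM, and Cxcl10, induced by interferon, at 76.5 ± 10.3 against 31.1 ± 14.8 FPKM (SD, n = 3). The SD of Csf1 without treatment exceeds its mean, so its untreated libraries lay far apart. The interleukins Il1b and Il18 had log2 fold changes of −0.84 (standard error 0.61) and −1.28 (standard error 0.59), and Il12b and Ifng of −0.46 (standard error 0.27) and −0.20 (standard error 0.20), the sign of Ifng turning with quantile normalization. Among genes of the tumor environment, Arg1, Mmp9 and Ido1 had log2 fold changes of 2.59 (standard error 1.05), 2.04 (standard error 0.91) and 0.93 (standard error 0.35). For Arg1, untreated replicates 1 and 2 were at 8.79 and 7.99 FPKM and the library labelled untreated replicate 3 at 124 FPKM, within the 119 to 164 FPKM of the iRFA libraries. Mmp2, Vegfa and Hif1a had log2 fold changes of −0.62 (standard error 0.29), −0.27 (standard error 0.20) and −0.11 (standard error 0.11). Tgfb1 and Pdgfa, at 0.08 (standard error 0.09) and 0.08 (standard error 0.09), changed sign when libraries were rescaled to equal sums.

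**Figure D3:**
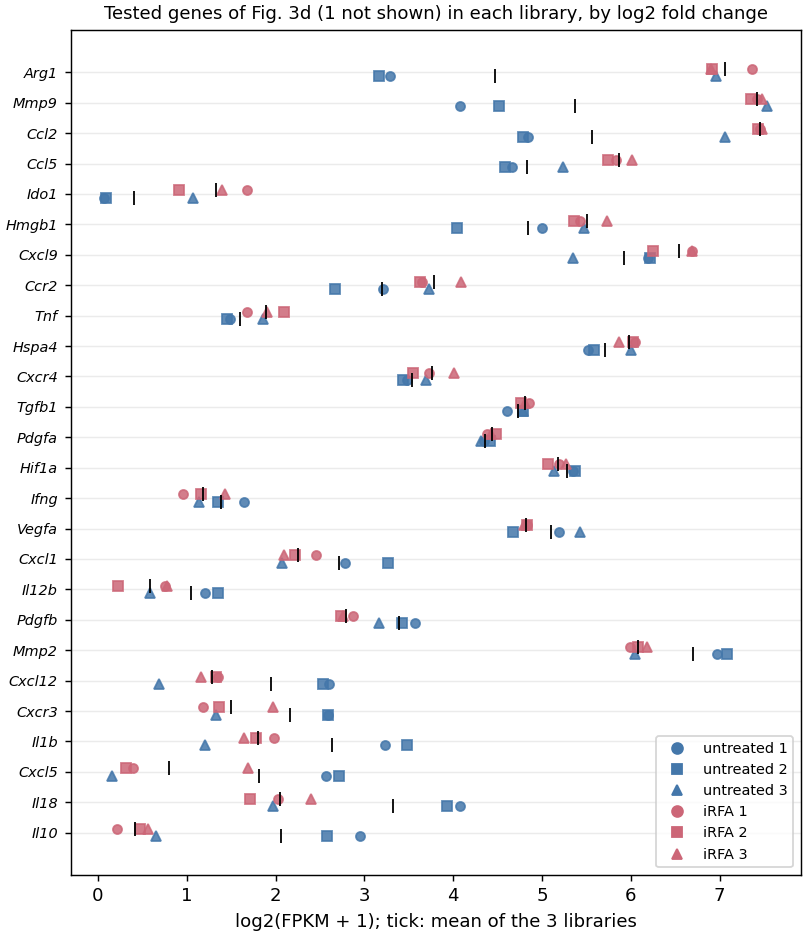
log2(FPKM + 1) (x axis) of the tested genes of Fig. 3d, 1 of which is not shown, in each library of untreated (blue) and iRFA-treated (red) tumors, with a black tick at each group's mean of 3 libraries. The Ccl2 points of the iRFA libraries lie above those of all untreated libraries, and the Il10 points below them.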

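Macrophage markers were higher after iRFA as a group. Of 18 such genes, 16 had a positive log2 fold change, 13 were higher in every iRFA library than in every untreated library, and 13 were higher when adjusted over the list alone, against 0 over all genes tested (median log2 fold change 0.69, camera adjusted p = 2.9e-05, and adjusted p = 0.77 with an estimated correlation). Lyz2, the lysozyme of myeloid cells, was at 1675 ± 117 FPKM after iRFA and 802 ± 542 FPKM without treatment, and the complement gene C1qa at 642 ± 43.5 against 421 ± 96.4 FPKM (SD, n = 3). The myeloid integrin Itgam (CD11b) was at 28.6 ± 3.71 against 15.3 ± 6.69 FPKM, Adgre1 (F4/80) at 65.3 ± 7.92 against 41.5 ± 10.3 FPKM and Ptprc (CD45) at 9.20 ± 0.198 against 7.44 ± 1.26 FPKM (SD, n = 3). Mrc1 (CD206), a marker of M2-like macrophages, was at 54.7 ± 4.53 against 38.5 ± 6.19 FPKM (SD, n = 3).
The list of M2-like macrophage genes had 13 of 16 positive log2 fold changes (camera adjusted p = 0.104). It passed the threshold without iRFA replicate 2 (adjusted p = 0.00158), without the filter on low values (adjusted p = 0.0125) and with the replicate number as a block (adjusted p = 0.0442). In a list of 26 immunosuppression genes, 13 log2 fold changes were positive and 13 negative (camera adjusted p = 0.571). Its most abundant members are Arg1 and Tgfb3, the latter at 158 ± 7.38 against 122 ± 55.0 FPKM (SD, n = 3). Nos2 had a log2 fold change of 1.46 (standard error 0.74), Cd274 (PD-L1) of 0.28 (standard error 0.15) and Pdcd1 (PD-1) of −2.43 (standard error 1.14). Pdcd1 was at 45.7 and 42.9 FPKM in untreated replicates 1 and 2, at 1.70 FPKM in the library labelled untreated replicate 3 and at 1.97 to 3.01 FPKM in the iRFA libraries. The targets of NF-kB had 9 of 18 positive values (camera adjusted p = 0.409), with Nfkb2 at a log2 fold change of 0.72 (standard error 0.31). T cell markers had 14 of 15 negative values (camera adjusted p = 0.0886), with Cd4 at −0.74 (standard error 0.41), Cd3e at −0.30 (standard error 0.22) and Cd8a at −0.12 (standard error 0.31) on the log2 scale, and this list passed as lower without the library labelled untreated replicate 3 (adjusted p = 0.0164) or iRFA replicate 3 (adjusted p = 0.0134). Without untreated replicates 1 and 2, which leaves 1 untreated library, 14 of the 15 values were positive (median 0.27). Foxp3 of regulatory T cells and Pecam1 (CD31) of vessels had log2 fold changes of −0.14 (standard error 0.23) and −0.02 (standard error 0.14). The signs of Cd8a, Foxp3 and Pecam1 turned with some libraries left out, and that of Foxp3 also with quantile normalization. Without the library labelled untreated replicate 3, Lyz2 (adjusted p = 2.9e-05) and C1qa (adjusted p = 3.5e-04) passed the threshold as higher.
The macrophage call was lost with an estimated correlation and kept with each library left out in turn, and the median of this list was 0.27 without untreated replicates 1 and 2, which leaves 1 untreated library. From the enriched terms and the genes of Fig. 3, the paper reasons that iRFA set off an inflammatory reaction in the residual tumor that in the end favors immunosuppression.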

**Fig. 3:**
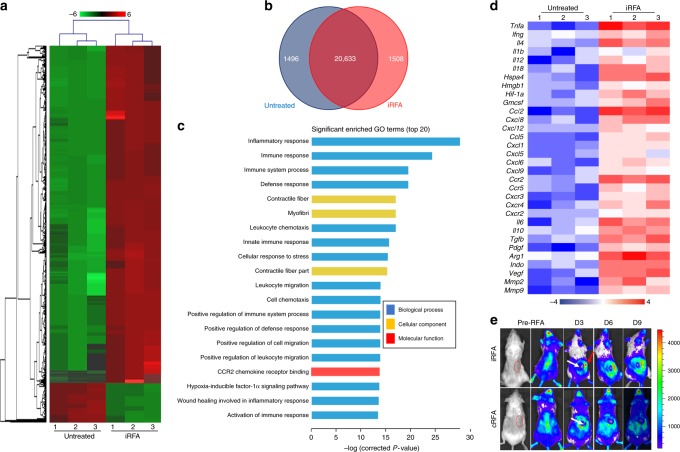
iRFA induces local inflammation and upregulates genes associated with immune suppression. **a** Difference in RNAseq of the untreated and iRFA-treated CT26 tumors on day 3 after iRFA (*n* = 3). Red and green colors indicate upregulated or downregulated genes. **b** Overlap in gene expression profiles between untreated and iRFA-treated tumors (*n* = 3). **c** Significant enrichment in GO terms (top 20). **d** Heatmap of mean fold-change of in cytokines and chemokines and genes-associated immunosuppression (*n* = 3). Red and blue colors indicate upregulated or downregulated genes. **e** Bioluminescence imaging of BALB/C-Tg (Tnfa-luc)-Xen mice inoculated with complete or incomplete ablation of the implanted CT26 tumors (red circle: targeted tumor pre-RFA white arrow: necrotic zone, red arrow: residual tumor). Red and blue represent high or low fluorescence intensity (*n* = 3).

In order to further study the kinetics of inflammation, we focused on TNFα, an important proinflammatory cytokine^21^ highly upregulated in the residual tumor as comparing to the untreated tumor (Fig. 3d). 

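Tnf, which encodes TNFα and lies on chromosome 17 of GRCm38 from 35199381 to 35202007, was at 2.75 ± 0.536 FPKM (SD, n = 3) in the iRFA-treated tumors and at 2.05 ± 0.493 FPKM (SD, n = 3) in the untreated tumors. By library, untreated replicates 1 and 2 were at 1.80 and 1.74 FPKM, the library labelled untreated replicate 3 at 2.62 FPKM, and the iRFA libraries at 2.21 to 3.29 FPKM, so the groups overlap. The log2 fold change was 0.30 (standard error 0.18, adjusted p = 0.287 from limma), and an exact two-sided permutation test gave p = 0.2, where 0.1 is the smallest that 3 tumors against 3 allow. Without the library labelled untreated replicate 3, the log2 fold change of Tnf was 0.43 (adjusted p = 0.0355), a comparison that rests on untreated replicates 1 and 2, which lie apart from the other 4 libraries over all genes tested.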

BALB/C-Tg (TNFα-luc)-Xen mice were inoculated with CT26 cells and treated with iRFA or complete RFA (cRFA). On day 3, we observed a high TNFα expression in the adjacent tissue around the treatment zone. Subsequently on day 9, this signal weakened and finally disappeared along with wound healing in mice receiving cRFA. Notably, we observed a sustained high signal of TNFα expression in the residual tumor 9 days after iRFA (Fig. 3e). This result indicates that RFA-induced local inflammation persists longer after iRFA comparing to cRFA.

### Infiltrating myeloid cells increase in residual tumor

To better understand the cellular mechanisms underlying iRFA-induced inflammation, we analyzed the infiltrating immune cells in residual CT26 and MC38 tumors in comparison to those in untreated tumors. An earlier (day 3) and later time point (day 9 when inflammation subsided in adjacent normal tissue after cRFA with wound-healing) were selected to represent the acute and chronic stages, respectively. On day 3, a strong inflammatory reaction with more than a three-fold increase in CD45^+^ immune cells was observed in the residual tumor (Fig. 4a, Supplementary Fig. 3A). This increase of immune cells was primarily attributed to infiltrating CD11b^+^ myeloid cells as both the absolute number and the relative percentage of these cells in CD45^+^ cells were significantly increased (Fig. 4a, Supplementary Fig. 3A). Furthermore, we subdivided myeloid cells into neutrophilic (CD11b^+^Ly6G^hi^) myeloid derived suppressor cells (MDSC), monocytic (CD11b^+^Ly6C^hi^) MDSC, and macrophages (CD11b^+^F4/80^+^). All these myeloid cell subsets showed a substantial increase in absolute number and percentage in CD45^+^ cells (Fig. 4a, Supplementary Fig. 3A). Simultaneously, we observed that nMDSC and mMDSC were also increased in the peripheral blood, indicating a systemic inflammatory response after iRFA. On day 9, the number of peripheral nMDSC and mMDSC decreased closely to the level of untreated mice (Supplementary Fig. 4A, B, Supplementary Fig. 5A). Interestingly, we still observed a sustained increase in myeloid cell infiltration in the residual tumor on day 9. On day 9, the proportion of nMDSC in CD45^+^ cells declined by half, but the infiltration of mMDSC and macrophages still maintained a high level (Fig. 4a, Supplementary Fig. 3A). We further quantified the tumoral inflammatory M1-like (CD11b^+^F4/80^+^MHCII^+^) and immunosuppressive M2-like (CD11b^+^F4/80^+^CD206^+^) macrophage subsets. A relatively higher proportion of M2-like macrophages were observed in the residual tumor as comparing to the control untreated tumor on day 3, and a later stage, the macrophages were further shifted to the M2 phenotype (Fig. 4b, Supplementary Fig. 3B). Consecutively, the mRNA expression of M2 markers (TGFβ, Arg-1, IDO) was elevated (Fig. 4c), and the concentration of immunosuppressive cytokines IL-10 and TGFβ increased in peripheral blood (Supplementary Fig. 5B). The expression of PD-L1 expression, however, was not altered significantly in the macrophages in the iRFA tumor (Supplementary Fig. 6A, B). Using immunohistochemistry (IHC) staining results revealed a diffused infiltration of CD11b^+^ cells in both residual tumor and necrotic area (Fig. 4d). In addition, we observed greater numbers of microvessel as identified by CD31 staining in residual tumor when compared to untreated tumors (Fig. 4d). To identify whether the inhibitory effects are a result of RFA in general, we compared the peripheral MDSCs and immunosuppressive cytokines after iRFA and cRFA. We found the number of CD11b^+^Gr1^+^ MDSCs was reduced in mice treated with cRFA as comparing to iRFA and untreated mice (Supplementary Fig. 5A). The concentration of IL-10 and TGFβ also decreased in cRFA-treated mice on day 9 (Supplementary Fig. 5B).

**Fig. 4:**
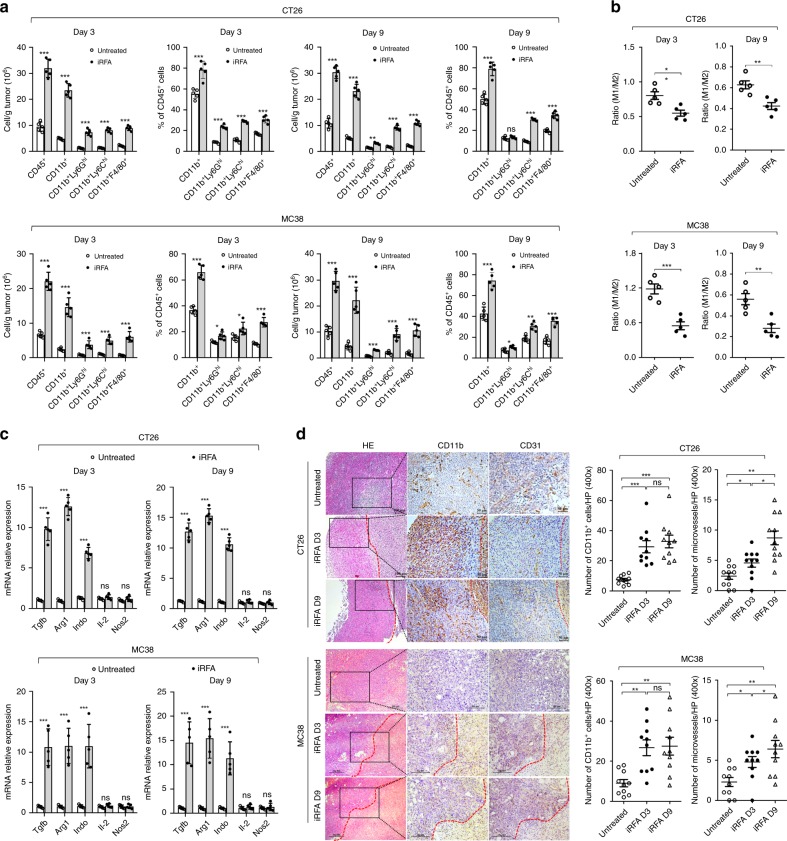
iRFA induces immunosuppressive myeloid cells accumulation in the residual tumors. iRFA was administrated in CT26 and MC38-bearing mice as described in Fig. 1. On days 3 and 9 after iRFA treatment, the residual tumors were resected and either digested to generate single cell suspension or to isolate RNA or embedded in paraffin. **a** Flow cytometric quantification of CD11b^+^, CD11b^+^Ly6G^+^, CD11b^+^Ly6C^+^, and CD11b^+^F4/80^+^ cells (gate on CD45^+^ liver cells) in the untreated and iRFA-treated CT26 and MC38 tumors (*n* = 5). **b** Flow cytometric quantification of CD11b^+^F4/80^+^ (TAM) population, and expression of CD206 and MHCII in CD11b^+^F4/80^+^ cell populations in the untreated and iRFA-treated CT26 and MC38 tumors (*n* = 5). **c** mRNA expression of selected M1 and M2 markers as determined by qRT-PCR, data were showed as fold change (*n* = 5). **d** Representative microphotographs are showing H&E, CD11b, and CD31 staining of the untreated and residual CT 26 and MC38 tumor (the necrotic ablation area is on the right side of the red dotted line). Scale bar = 50 μm (CT26), 100 μm (MC38). The data represent the number of positive cells in 10 different microscopical fields (400×) in 1 of 3 replicates. Data represent cumulative results from 1/2 independent experiments. The data are represented as mean ± SEM. Statistical differences between pairs of groups were determined by a two-tailed Student’s *t*-test (ns present not significant, **P < 0.01, ***P < 0.001). Source data are provided as a Source Data file.

### Infiltrating myeloid cells inhibits T cell functionality

Next, we analyzed the number and function of T cells in the residual CT26 and MC38 tumor after iRFA. We observed that the ratio of CD3^+^ T to CD11b^+^ cells was significantly decreased in iRFA tumors comparing to untreated tumors (Fig. 5a, Supplementary Fig. 3C). The percentage of CD4^+^ and CD8^+^ T cells in CD45^+^ cells was also reduced in the residual tumor. In addition, the percentage of Treg increased and the CD8^+^/Treg (CD4^+^FoxP3^+^) ratio was reduced in the residual tumor (Fig. 5b, Supplementary Fig. 3D). Moreover, percentages of CD8^+^ cells producing granzyme B and IFNγ in tumors were lower in iRFA tumors comparing to control tumors (Fig. 5c, Supplementary Fig. 3E). Interestingly, the proportion of PD-1^+^CD8^+^ decreased in the residual tumor, consistent with a reduction in T cell responses after iRFA (Fig. 5c, Supplementary Fig. 3E). Furthermore, we examined the suppressive function of CD11b^+^ myeloid cells isolated from tumors and spleens of iRFA-treated mice. tumor-derived CD11b^+^ cells significantly inhibited the proliferation of naive CD8^+^ T cells in vitro (Fig. 5d). Subsequently, the isolated myeloid cells were mixed with tumor cells and adoptively transferred into the recipient mice (Fig. 5e). This treatment promoted tumor growth (Fig. 5f), and resulted in lower percentages of tumoral CD8^+^ cells and granzyme B^+^ and IFNγ^+^CD8^+^ T cells (Fig. 5g). Taken together, these data demonstrated that tumor infiltrating myeloid cells from iRFA-treated tumors had strong immune suppressive activity.

**Fig. 5:**
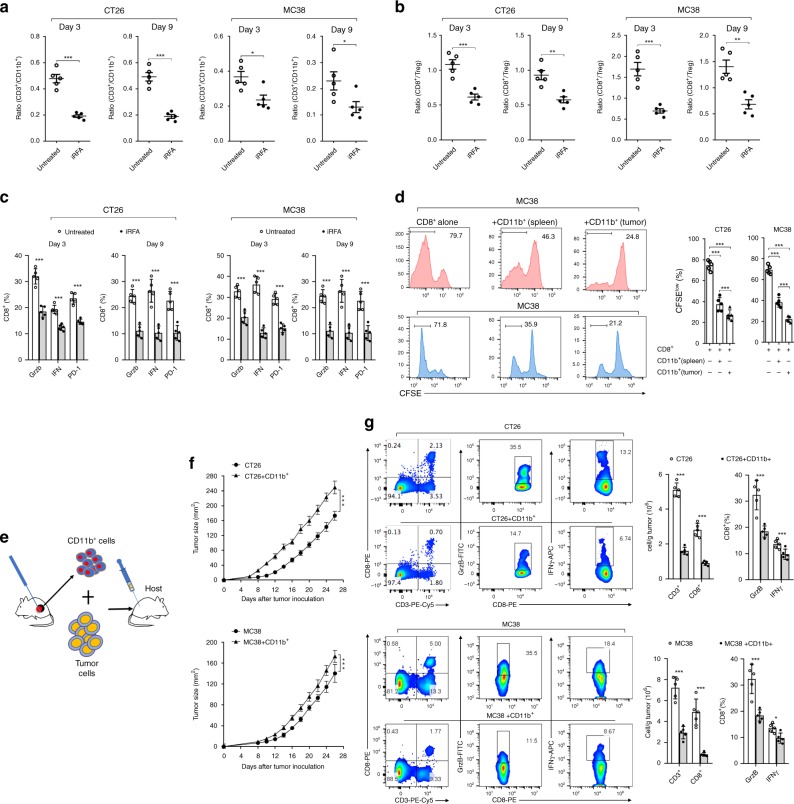
Infiltrating myeloid cells inhibit T cell functionality in residual tumors. **a** Flow cytometric analysis of CD11b^+^, CD3^+^ and the ratio of CD3^+^/CD11b^+^ in the untreated and iRFA-treated CT26 and MC38 tumors on day 3 and day 9 (*n* = 5). **b** Flow cytometric analysis of CD8^+^ and CD4^+^FoxP3^+^ cells and the ratio of CD8^+^/CD4^+^FoxP3^+^ in the untreated and iRFA-treated CT26 and MC38 tumors on day 3 and day 9 (*n* = 5). **c** Flow cytometric analysis and quantification of granzyme B, IFN-γand PD-1 expression in CD8^+^ cells in the untreated and iRFA-treated CT26 and MC38 tumors on day 3 and day 9 (*n* = 5). **d** In vitro suppressive activity of tumor-infiltrating CD11b^+^ cells purified from spleen or CT26 residual tumors on day 3 after iRFA. Representative histograms of CD8^+^ T cell proliferation at a ratio of 1:1 CD8^+^ to CD11b^+^ T cells and percent CD8^+^ T cell proliferation (*n* = 5). **e**–**g** CD11b^+^ cells isolated from the residual tumor were mixed with CT26 or MC38 tumor cells and transferred into recipient mice. **e** Adoptive transfer method. **f** Growth curve of tumor (one-sided ANOVA test, ***P < 0.001, *n* = 5). **g** Flow cytometric analysis and quantification of CD3^+^CD8^+^ cells (gate on single live cells) and Granzyme B expression and IFN-γ on CD8^+^ cells (*n* = 5). Data represent cumulative results from 1/2 independent experiments with 5 mice/group. The data are represented as mean ± SEM. Statistical differences between pairs of groups were determined by a two-tailed Student’s *t*-test (ns present not significant, **P < 0.01, ***P < 0.001). Source data are provided as a Source Data file.

### CCL2 is critical for the accumulation of monocytes and TAMs

In order to explain the underlying mechanism of myeloid cell recruitment, we focused on chemokine genes that were specifically upregulated after iRFA treatment. Analysis of RNA-seq data revealed that several chemokines that can facilitate the recruitment of myeloid cells, including CCL2, CXCL8, CCL5, and CXCL12, were upregulated on day 3 after iRFA (Fig. 3d). Among them, CCL2 was continuously overexpressed, while the expression of other chemokines decreased significantly at the later stage both in residual CT26 and MC38 tumor (Fig. 6a, Supplementary Fig. 7a, b). 

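Ccl2 on chromosome 11 of GRCm38 (82035571 to 82037453), which draws CCR2-bearing monocytes, was at 174 ± 2.74 FPKM (SD, n = 3) after iRFA and 62.1 ± 60.6 FPKM (SD, n = 3) without treatment. Its log2 fold change was 1.89 (standard error 0.63, adjusted p = 0.250 from limma). Untreated replicates 1 and 2 were at 27.7 and 26.5 FPKM and the library labelled untreated replicate 3 at 132 FPKM. Ccl5 (chromosome 11, 83525778 to 83530518) was at 57.4 ± 5.62 against 28.0 ± 7.53 FPKM (SD, n = 3), a log2 fold change of 1.04 (standard error 0.20, adjusted p = 0.250 from limma). Cxcl12 (chromosome 6, 117168535 to 117181367) was at 1.44 ± 0.180 against 3.50 ± 2.51 FPKM (SD, n = 3), a log2 fold change of −0.66 (standard error 0.54, adjusted p = 0.401 from limma). CXCL8 has no mouse gene of that symbol. Among the other CCR2 ligands, Ccl7 was at 57.5 ± 0.876 against 35.3 ± 7.11 FPKM and Ccl12 at 55.6 ± 4.64 against 31.2 ± 14.7 FPKM, while Ccl8 was at 128 ± 45.9 against 240 ± 150 FPKM (SD, n = 3). When adjusted over the list alone, 3 of these 4 ligands were higher, against 0 over all genes tested. The paper reports a CCR2 binding term from these same samples, so this list is not independent of them. In a list of myeloid-attracting chemokines, 9 of 17 tested genes had a positive log2 fold change (camera adjusted p = 0.310), 6 of them without overlap of the groups, and 2 were higher when adjusted over the list alone. The neutrophil chemokines Cxcl1 and Cxcl5 had log2 fold changes of −0.45 (standard error 0.31) and −1.02 (standard error 0.79). The receptors Ccr2 and Cxcr4 had log2 fold changes of 0.58 (standard error 0.29) and 0.22 (standard error 0.15). Without the library labelled untreated replicate 3, the adjusted p was 2.9e-06 for Ccl2 (log2 fold change 2.64), 1.6e-04 for Ccl5 (1.24) and 1.4e-04 for Cxcl12, which was then lower (−1.29). These values rest on untreated replicates 1 and 2, which lie apart from the other 4 libraries over all genes tested.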

Correspondingly, CCL2 protein was increased in peripheral blood after iRFA. In contrast, peripheral CCL2 significantly decreased in mice treated with cRFA as comparing to iRFA and untreated-mice, suggesting the increase of CCL2 is originated from the residual tumor (Supplementary Fig. 5C). Furthermore, IHC confirmed that CCL2 was overexpressed in residual tumor cells adjacent to the necrotic zone with a large number of F4/80^+^ cell infiltration (Fig. 6b). CCL2 is a critical chemokine important for the recruitment of tumor-associated macrophages (TAMs)^22,23^. Therefore, we investigated whether CCL2 secreted by tumor cells was associated with the activity of myeloid cells. First, we observed that >70% of total myeloid cells and 90% of monocytes (CD11b^+^L6yC^+^) expressed CCL2 cognate receptor (CCR2) (Fig. 6c). Next, we knocked out the CCL2 gene by CRISP/Cas9 editing technique in CT26 and MC38 cancer cells. Consequently, the loss of CCL2 expression in cancer cells significantly decreased the total myeloid cells, monocytes and macrophages infiltration but not neutrophils (Fig. 6d). Furthermore, we observed CCL2 knockout downregulated expression of the immunosuppression-related genes (Fig. 6e) and attenuated the growth of the residual tumor (Fig. 6f). Less distant metastases were found in mice with CCL2^−/−^ tumors (Fig. 6g). Taken together, tumor cells derived-CCL2 signal plays a vital role in promoting the infiltration of monocytes and differentiation into TAMs, resulting in high invasiveness of the residual tumor.

**Fig. 6:**
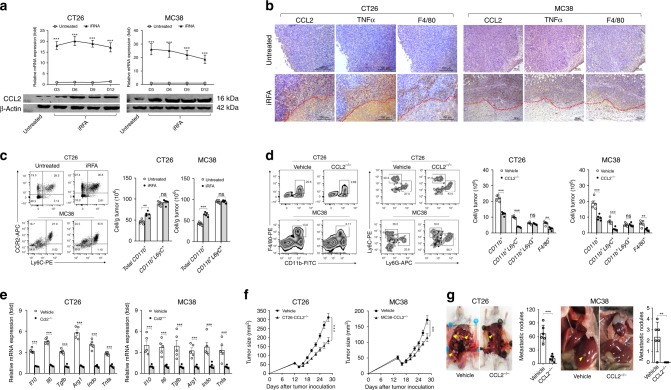
Tumor cell-derived CCL2 is critical for TAM accumulation in residual tumors. **a** CCL2 mRNA and protein expression in the untreated and iRFA-treated CT26 and MC38 tumors on days 3, 6, 9, and 12 by real-time PCR and Western blot (*n* = 5). **b** Representative microphotographs are showing CCL2, TNFα, and F4/80 staining of the untreated and residual CT26 and MC38 tumor (the necrotic ablation area is below the red dotted line). Scale bar = 100 μm (*n* = 3). **c** Flow cytometric analysis and quantification of CCR2 expression on total myeloid cells and monocytes (gate on CD11b^+^ cells) in the untreated and iRFA-treated CT26 and MC38 tumors on day 9 after iRFA (*n* = 5). **d** Flow cytometric analysis and quantification of CD11b^+^, F4/80^+^, Ly6G^+^ and Ly6C^+^cells in residual wild-type and CCL2^-/-^ CT26 and MC38 tumors on day 9 after iRFA (gate on CD45^+^ liver cells and CD11b^+^ cells, respectively) (*n* = 5). **e** mRNA expression of *IL-10*, *IL-6*, *TGFβ*, *Arg1*, *IDO*, and *TNFα* in residual wild-type and CCL2^−/−^ CT26 and MC38 tumors on day 9 after iRFA (*n* = 5). **f** The growth curve of residual wild-type and CCL2^−/−^ CT26 and MC38 tumors treated with iRFA (one-sided ANOVA test, ***P < 0.001, *n* = 5). **g** The number of distant metastases in wild-type and CCL2^−/−^ CT26 and MC38 tumor-bearing mice on day 14 after iRFA (yellow arrow indexes metastasis) (*n* = 6). Data represent cumulative results from 1/2 independent experiments. The data are represented as mean ± SEM. Statistical differences between pairs of groups were determined by a two-tailed Student’s *t*-test (**P < 0.01, ***P < 0.001).

### TAMs promote the CCL2 production by tumor cells through TNFα

TNFα is a critical macrophage-produced mediator that elevates the production of CCL2 by multiple types of cancer cells^24,25^. In the residual tumor, the overexpression region of CCL2 and TNFα overlapped closely (Fig. 6b). The blockade of TNFα via a neutralizing antibody could downregulate the CCL2 expression both in residual CT26 and MC38 tumors (Fig. 7a, b). In order to explore the direct interaction between TAMs and cancer cells, CD11b^+^F4/80^+^ cells were isolated from residual tumors and co-cultured with CT26 and MC38 cancer cells in vitro, respectively. The level of CCL2 protein in suspension was increased in the co-cultured group (Fig. 7c). Then, neutralizing TNFα in the co-culture or pretreatment of cancer cells with anti-TNFR1 mAb significantly decreased the production of CCL2 (Fig. 7d). Next, we confirmed that TNFα stimulated the CCL2 production in a time-depended manner (Fig. 7e, f). These results indicated that TAMs promoted the CCL2 production by tumor cells through TNFα, which consequently forms a positive feedback loop, sustaining the infiltration of myeloid cells and inhibiting T cell activity in residual tumors (Fig. 7g).

**Fig. 7:**
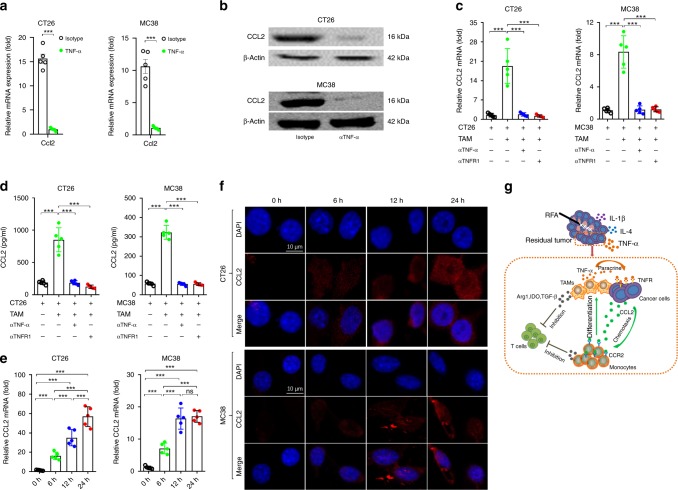
TAMs promote tumor cells to produce CCL2 through TNFα. **a**, **b** Mice were administered etanercept intraperitoneally before iRFA treatment. **a** CCL2 mRNA expression was quantified by real-time PCR on day 3 (*n* = 5). **b** CCL2 protein expressions were analyzed by Western blot  on day 3 (*n* = 5). **c**, **d** CT26 or MC38 cancer cells were cocultured with TAMs (CD11b^+^F4/80^+^) isolated from residual tumors. To block TNFα and TNFR1, anti-mouse TNFα IgG (R&D Systems) or anti-TNFR1 mAb were added. **c** Total RNA was extracted, and *CCL2* mRNA was quantified by real-time PCR. Relative mRNA expression was expressed as fold-change (*n* = 5). **d** Concentration of secreted CCL2 protein in culture media was determined by ELISA (*n* = 5). **e**, **f**  CT26 or MC38 cells were stimulated with recombinant mouse TNFα. **e** Relative mRNA expression was expressed as fold-change  (*n* = 3). **f** CCL2 protein was detected by immunofluorescence analyses (*n* = 3). **g** Schematic depiction of the crosstalk between residual tumor cells and TAMs promotes CCL2 production by tumor cells, sustaining the infiltration of myeloid cells and inhibiting T cell activity in residual tumors. Data represent cumulative results from 1/2 independent experiments. The data are represented as mean ± SEM. Statistical differences between pairs of groups were determined by a two-tailed Student’s *t*-test (***P < 0.001). Source data are provided as a Source Data file.

### CCL2/CCR2 blockade enhances anti-tumor immunity after iRFA

Since CCL2 was critical for myeloid cells accumulation in residual tumor, we assessed whether targeting myeloid cells with CCR2 antagonist (CCR2a) could inhibit the growth of the residual tumor. As the residual tumor was resistant to anti-PD-1 therapy, we also attempted to determine whether CCR2a treatment could overcome resistance to PD-1 immunotherapy. CCR2a and anti-PD-1 mAb were administrated alone or together after iRFA. Although CCR2a alone exerted little effect on tumor regression in intact CT26 tumors (Supplementary Fig. 8A, B), it could slow down the progression of residual CT26 tumors. Notably, dual-therapy with CCR2a and anti-PD-1 greatly inhibited the growth of residual tumors and reduced the distant metastases (Fig. 8a–c). The survival of mice receiving dual-therapy was significantly prolonged comparing to CCR2a and anti-PD-1 alone (Fig. 8d). Similar findings were revealed in MC38 colon cancer model (Fig. 8a–d). In addition, these findings were confirmed in another mouse model with hepa1-6 tumor, which also, recruited the suppressive myeloid by secretion of CCL2^26^ (Supplementary Fig. 9A-D). The analysis of infiltrating lymphocytes in residual CT26 and MC38 tumors demonstrated that the number and cytolytic function of CD8^+^ cells were significantly increased in mice with dual-therapy (Fig. 8e, f). Further, we showed anti-PD-1 mAb was effective to inhibit the growth of the residual CCL2 knock out tumor. The survival time of mice bearing CCL2^−/−^ CT26 and MC38 was prolonged by PD-1 therapy in the setting of iRFA (Fig. 8g, h). Collectively, these data suggested that targeting CCL2/CCR2 enhanced anti-tumor immunity in the residual tumor, thereby overcoming the resistance to immune checkpoint blockade therapy.

**Fig. 8:**
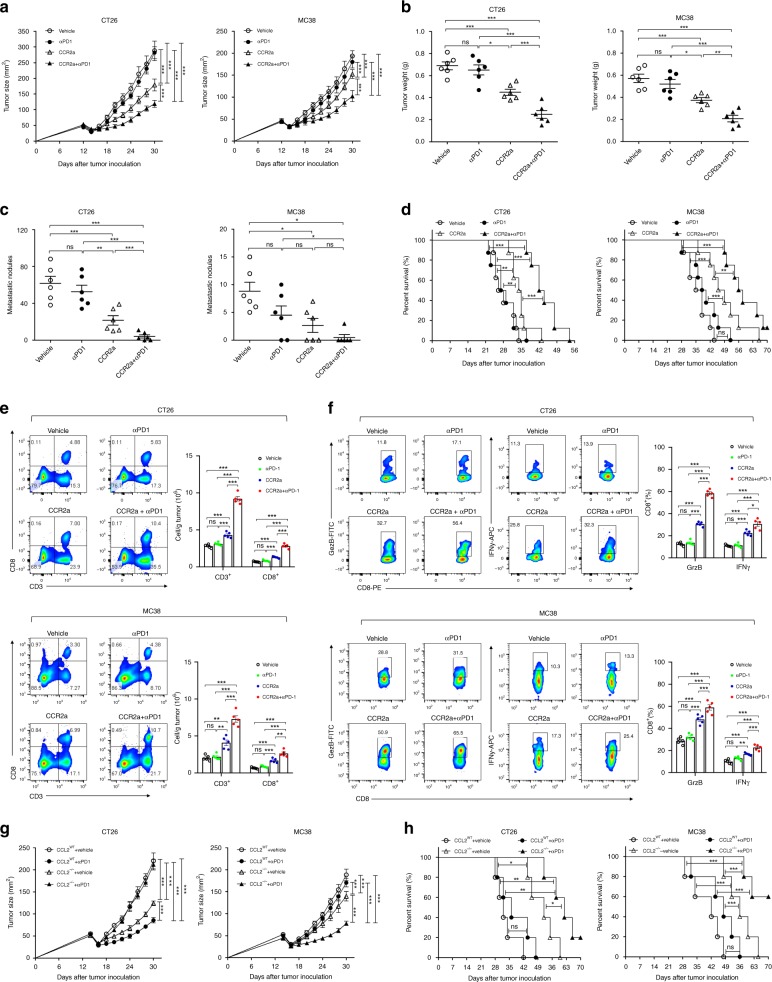
CCL2/CCR2 blockade inhibits tumor progression and overcomes resistance to anti-PD-1 therapy. **a**–**f** iRFA treatment was performed in CT26 and MC38 colon cancer models as shown in Fig. 2a. Anti-PD-1 mAb (200 μg, clone: J43) was administered through intraperitoneal injection to mice every 3 days for a total of four times. The CCR2 antagonist (CCR2a) (RS504393, Tocris) was given subcutaneously at a dose of 5 mg/kg twice per day for 9 days. **a** Growth curve of the CT26 and MC38 residual tumor (one-sided ANOVA test, *n* = 8). **b** The weight of the residual CT26 and MC38 tumor examined on day 14 after iRFA by dissection of the mice (*n* = 6). **c** The number of metastases examined on day 14 after iRFA by dissection the mice (*n* = 6). **d** Kaplan–Meier survival curves are shown, and the log-rank test was performed (*n* = 8). **e** Flow cytometric analysis and quantification of CD3^+^ and CD8^+^ infiltration (gate on single live cells) in residual CT26 tumors. **f** Granzyme B and IFNγ expression on CD8^+^ cells in residual CT26 tumors. (gate on CD8^+^ cells) (*n* = 5). **g**, **h** iRFA treatment was performed in mice bearing wild type and CCL2^−/−^ CT26 or MC38 tumor. **g** Growth curve of the CT26 and MC38 residual tumor (one-sided ANOVA test, *n* = 5). **h** Kaplan–Meier survival curves are shown, and the log-rank test was performed (*n* = 8). Data represent results from 1/2 independent experiments. The data are represented as mean ± SEM. Statistical differences between pairs of groups were determined by a two-tailed Student’s t-test (ns present not significant, *P < 0.05, **P < 0.01, ***P < 0.001). Source data are provided as a Source Data file.

## Discussion

Increasing evidence have shown that the combination of thermal ablation and immunotherapy is a promising strategy for cancers^7,14,27–29^. Herein, we reported that incomplete ablation of a target tumor limited the efficacy of anti-PD1 immunotherapy. First, we found that the local residual tumor was an independent risk factor for the earlier new metastases and poor survival in CRCLM patients treated with RFA. Thus, mouse models were utilized to demonstrate that iRFA accelerated the tumor progression and hindered the PD-1 blockade immunotherapy. Furthermore, we revealed that the crosstalk between infiltrating macrophages and cancer cells promoted the CCL2 production by cancer cells, which in turn, led to sustained myeloid cell-mediated inflammation in residual tumors. In addition, we demonstrated that blocking CCR2 with specific antagonist might be a salvage option to inhibit the residual tumor and overcome the resistance of anti-PD-1 therapy.

Heat-ablated lesions are speculated to have three zones:^30^ a central zone of high temperature (>60 °C), a transitional zone of sublethal hyperthermia (43–50 °C), and the surrounding tissue that is unaffected by ablation. At the central zone, rapid protein denaturation occurs, which immediately leads to coagulative necrosis, while in the transitional zone, the tissues undergo sublethal injury. Thus, if the temperature high enough to kill tumor cells does not encompass the whole target tumor volume; the tumor cells in the transitional zone undergo reversible injury and eventually survive. This process can lead to rapid tumor progression^16,18,31–35^. Several mechanisms underlying this process, such as RFA-induced hypoxia microenvironment^32,34^, activation of tumor-derived endothelial cells^31^, epithelial-mesenchymal transition (EMT)^36,37^, and autophagy^18^, have been revealed. The current data obtained from RNAseq suggests that RFA elicits complex physiological reactions, including inflammatory response, immune response, response to stress, hypoxia, and wounding healing, ultimately leading to an inhibited anti-tumor immune response in residual tumors.

In ablated lesions, the proinflammatory cytokines are released from the ablated tissue or tumor and can trigger the release of additional cytokines and chemokines in the transitional zone, thereby leading to inflammation around the necrotic lesion^6^. In the study, we found RFA-elicited local inflammation was transient when the target tumor was ablated completely. The inflammation subsided with wound healing. However, the inflammatory response retained inside the residual tumors after iRFA was characterized by the infiltration of a large number of myeloid cells. Furthermore, we confirmed that tumor cells-derived CCL2 is critical for the recruitment of monocytes and TAMs into tumors, which was consistent with the surgery-induced mobilization of myeloid cells^38^. Subsequently, the infiltrating macrophages promoted the residual tumor cells to produce CCL2 through TNFα. Thus, a positive feedback mechanism mediated by the crosstalk between the host and tumor cells is deduced, which facilitates the infiltration of monocytes and macrophages and leads to chronic inflammation as reported previously^25^.

Tumor tissue myeloid cells play crucial roles in anti-tumor immunity. Monocytes, macrophages, and granulocytes are actively recruited to tumors and accelerate the tumor progression by suppressing the adaptive immune responses to tumor cells^39,40^. High infiltration of myeloid cells correlates with poor prognosis and immune checkpoint blockade resistance^41–43^. Targeting the migration of myeloid cells is a promising therapeutic strategy^26,44,45^. In a recent study, Liang et al. reported that treatment with anti-CCR2 mAbs blocks the infiltration of radiation-induced MDSC and alleviates the immunosuppression, following the activation of the STING pathway^46^. Dual-blockade CCR2 plus CXCR2 with specific antagonists reduces tumor-infiltrating myeloid cells and enhances chemotherapeutic responses in pancreatic adenocarcinoma patients and animal models^47^. In the present study, we showed that the CCR2 antagonist treatment alleviates the tumor progression after iRFA and reverses the resistance of residual tumors to PD-1 therapy. This finding provides a salvage alternative for residual tumors after iRFA. However, the treatment is not sufficient to eliminate the residual tumors and completely prevent the distant metastasis.

Despite continual advances in energy delivery and application technique, local recurrence remains one of the major disadvantages of thermal ablation, especially in patients with tumor larger than 3 cm, poorly defined margin, and large vessel proximity^48,49^. In the present study, 40 out of 43 patients with residual tumor had one or more risk factors. Despite multivariate analysis showed that iRFA was associated with earlier new metastasis and poor survival, it is hard to account for bias where the target lesions might be inherently more aggressive in contrast to the incomplete ablation leading to worse outcomes. This is a limitation of this study.

In summary, iRFA of a target tumor might lead to rapid tumor progression, thereby limiting the efficacy of CBI. Therefore, it is necessary to evaluate the risk factors associated with the local residual tumors, such as size > 3 cm, poorly defined margin, and large vessel and gastrointestinal tract proximity, in order to select the patients who can benefit from the combined therapy of RFA and immunotherapy.

## Methods

### Patient selection and study

A patient database was queried for CRCLM patients treated with RFA from January 2008 to December 2016 at the Third Affiliated Hospital, Soochow University. A total of 551 consecutive patients with were initially included in this study. Among them, 43 patients who presented with local residual tumor, which was defined as recurrent tumor within or at the periphery of the original ablative zone within 4 months after RFA (Group A). For the control group (Group B), 43 out of other 508 patients, age- and sex-matched but without local residual tumor after RFA during the same study period were selected. Clinical data, including age, gender, location of primary tumor, time to liver metastasis, and carcinoembryonic antigen (CEA) level were obtained from the database. Baseline imaging evaluations of liver metastases were performed using enhanced CT and/or MRI. Tumor factors including size, number of lesions, adjacent relationship with large vessels, gastrointestinal tract and gallbladder were recorded. All patients underwent serial monitoring of CEA, CT and/or MRI at 2- to 3-month intervals for the detection of local residual tumor and new metastasis. Local residual tumor was defined as recurrent tumor within or at the periphery of the original ablative zone within 4 months after RFA.

RFA was performed percutaneously guided by ultrasonography (US) or computed tomography (CT). For tumors less than 3.0 cm in diameter, the multitined expandable electrode (StarBurst XL, RITA) was deployed into the center of the tumor. Each application of RFA energy lasted for 15–25 min to gain a 5.0 cm ablation zone. For tumors larger than 3.0 cm, multiple overlapping zones of ablation were needed for the destruction of the tumor and a surrounding rim of the non-tumor liver. For patients with more than one lesion, the tumors were ablated separately.

This study was conducted according to the principles of the Declaration of Helsinki and was approved by the Ethics Committee of the Third Affiliated Hospital, Soochow University.

### Cell lines

The mouse colon cancer cell line CT26 and MC38 were obtained from the Chinese Academy of Sciences, Shanghai Institute for Biological Sciences (Shanghai, China). Liver cancer cell line Hepa1-6 was purchase from Applied Biological Materials. Lnc (Zhenjiang, China).

### Animal models and treatments

Balb/c (H2Kd) and C57BL/6 (B6; H2Kb) mice were purchased from Comparative Medicine Center, Yangzhou University. Balb/c-Tg (Tnfα-luc)-Xen (Caliper Lifescience) introduced by Model Animals Research Center, Nanjing University. A density of 1 × 10^6^ CT26, MC38 or Hepa1-6 cells were injected i.d. into male BALB/C and C57BL/6 mice on the right flank, respectively. The treatments were initiated when the longest diameter reached about 0.8 cm. RFA was performed using a 17-gauge single ablation electrode (RITA Medical Systems Inc., Mountain View, CA, USA) with 1 cm active tip inserted percutaneously. The ablation power was set at 7 Walt. Complete ablation: electrode was punctured along the long axis of the tumor, and the tip of the electrode reached the contralateral edge of the tumor. Treatments were administered for 3.5–4.5 min at the target temperature of 70 °C to ensure complete ablation of the target tumors. Partial ablation: the tip of the electrode reached the middle point of the tumor's long axis. The treatments were administered for 1.5–2.0 min at the target temperature of 70 °C for partial necrosis of the target tumors. For PD-1 blockade, 200 μg anti-PD-1 (clone: J43, catalogue: BE0033-2, BioXcell) was administered through intraperitoneal injection to mice every 3 days for a total of four times. The CCR2 antagonist (RS504393, Tocris) was given subcutaneously at a dose of 5 mg/kg twice per day for 9 days. To neutralize TNFα in vivo, 200 µg (10 mg/kg) etanercept (Pfizer, New York, NY, USA) was injected intraperitoneally. The perpendicular diameters of the tumor were measured using calipers every 2 days. The tumor size was calculated using the formula, *L* × *W*, where *L* is the longest diameter and *W* is the perpendicular dimension.

All experimental protocols were approved by the Committee for the Protection of Animal Care Committee at Soochow University and Central South University. Animal testing and research conformed to all relevant ethical regulations.

### Flow cytometric analysis

The tumor masses were removed, homogenized, and digested with collagenase and hyaluronidase solution. The resulting cell suspension was filtered through a cell mesh and resuspended in Hank’s media plus 1% fetal calf serum (FCS) for further analysis. Antibodies to CD45 (30-F11, dilution 1:200, Cat 25045182), CD3 (145-2c11, dilution 1:100, Cat 15003842), CD4 (GK1.5, dilution 1:200, Cat 11004181), CD8 (53-6.7, dilution 1:100, Cat MA1-10304), granzyme B (NGZB, dilution 1:200, Cat 11889882), IFN-γ (XMG1.2, dilution 1:400, Cat 17731181), FoxP3 (FJK-16S, dilution 1:100, Cat 12577382), F4/80 (BM8, dilution 1:100, Cat MF480043), CD11b (M1/70, dilution 1:200, Cat 11011282), Ly6G (1A8, dilution 1:200, Cat 17966882), CD206 (19.2, 1:100, Cat 56206942), MHC-II (M5/114.15.2, dilution 1:200, Cat 46532182), Gr1 (RB6-8C5, dilution 1:100, Cat MA1-83934), PD-L1 (MIH5, dilution 1:100, Cat 17598282) and PD-1 (RPM1-30, dilution 1:100, Cat 17998182) were purchased from eBioscience. Antibody to Ly6C (AL-21, dilution 1:200, Cat 560595) was purchased from BD Biosciences. Antibody to CCR2 (475301, dilution 1:200, Cat FAB5538P) was purchased from R&D Systems. For intracellular cytokine staining, the cells were permeabilized using a FoxP3 Fixation and Permeabilization Kit (eBioscience) and stained for Foxp3. For intracellular cytokine staining, the harvested cells were stimulated with PMA (50 ng/mL) and ionomycin (500 ng/mL) for 4 h and incubated for 1 h with brefeldin A (10 µg/mL). Subsequently, flow cytometric analysis was performed using a FACS flow cytometer (Canto II, BD), and the data were analyzed using FlowJo software (Treestar).

### Total RNA extraction, real-time PCR, and RNA-seq

Total RNA was extracted from tissues, using a total RNA purification kit (Shenergy Biocolor BioScience & Technology Company, Shanghai, China), according to the manufacturer’s instructions. An equivalent of 2 μg total RNA was reverse transcribed into cDNA using the first strand cDNA synthesis kit (Fermantas, Vilnius, Lithuania), according to the manufacturer’s instructions. The primers, TaqMan probes, and the reference gene *β-actin* were designed according to the National Center for Biotechnology Information (NCBI) database using the Primer Premier 5.0 software (Palo Alto, CA, USA). The mRNA levels of the target genes and reference gene β-actin were measured using a real-time PCR machine, ABI 7500 (Applied Biosystems, USA). The mRNA levels of the target genes were normalized to that of *Gapdh* (ΔC_t_ = C_t_ gene of interest–C_t_ Gapdh) and reported as relative mRNA expression fold-change. RNA-seq was performed using CapitalBio Technology (Beijing, China), and the data were expressed as mean displayed in the center of the heatmaps. The fold-change was calculated and converted to log_2_.

### IHC procedures

Four micrometers thick tumor tissues were fixed in 10% formaldehyde, embedded in paraffin, dewaxed in xylene, and rehydrated through a graded series of ethanol. Then, tumor tissue sections were subjected to routine hematoxylin-eosin (H&E), and IHC staining by CD11b (Cat ab133357, 1:500, Abcam), CD31 (Cat ab28364, 1:1000, Abcam), F4/80 (D2S9R) (Cat 70076S, 1:500, XP), CCL2 (Cat ab25124, 1:1000, Abcam) and TNFα (Cat ab6671, 1:1000, Abcam) staining. Briefly, the sections were incubated overnight with primary antibody, followed by incubation with the biotinylated antibody (1:2000, anti-rabbit, Sigma–Aldrich). Subsequently, the slides were washed with PBS and treated with diaminobenzidine (DAB) chromogen for 3–5 min that served as the chromogen, and hematoxylin was used for the nuclear counterstain. Then, the sections were dehydrated, cleared, and mounted. The H&E and IHC staining images were obtained using a microcamera (Leica TCS SP8 MP, Germany).

### Isolation of myeloid or CD8^+^ T cells from tumors or spleen

The spleens and tumor masses were removed, homogenized, and digested with collagenase and hyaluronidase solution (2.5 mg/mL collagenase I, 1 mg/mL collagenase IV, 0.25 mg/mL hyaluronidase IV-S, 300 μg/mL DNase I, and 0.01% HEPES in RPMI1640) at 37 °C for 2 h. Then, the pieces were gently pressed between the frosted edges of two sterile glass slides, and the cell suspension was filtered through a 40-μm cell strainer to remove the debris and cell clumps. The single cell suspension was washed and resuspended in Hank's Balanced Salt (HBSS). Then, the cells were stained with anti-CD45, anti-CD11b, and anti-CD8 antibodies for sorting on a FACS flow cytometer (Aria II, BD). The dead cells were excluded using DAPI (Invitrogen).

### T cell suppression assay

The isolated splenic CD8^+^ cells were labeled with 1 mM CFSE (Cat 65085084, Invitrogen) in pre-warmed PBS for 10 min at 37 °C. Then, the CFSE-labeled CD8^+^ T cells were plated in complete RPMI media supplemented with 0.05 M β-mercaptoethanol into 96-well plates (25 × 10^3^ cells/well) coated with 1 μg/mL anti-CD3 (145-2C11, Cat 100340, Biolegend) and 5 μg/mL anti-CD28 (37.51, Cat 102116, Biolegend) antibodies. The myeloid cells isolated from spleens or residual tumors were added (1:1) to the wells and incubated at 37 °C. After 48 h, the cells were harvested and CFSE signal in the gated CD8^+^ T cells was measured by flow cytometry (Canto II, BD).

### Bioluminescence imaging

Bioluminescence imaging (Lumina II, Caliper Life Sciences) was used to analyze the TNFα expression before and at 3, 6, 9 days after RFA treatment. A volume of 200 µL D‑luciferin (Cat 119222, Caliper Lifescience) (10 µg/g body weight) was injected intraperitoneally into BALB/C-Tg (Tnfa-luc)-Xen mice. After 10 min, the mice were anesthetized with isoflurane. Finally, the mice were photographed in the loading room (5 min imaging), and the images were saved. The expression of TNFα protein was quantified using Living Image software (Living Image 4.3.1, Caliper Life Sciences).

### Western blot analysis

An equivalent of 30–50 μg total cellular protein was separated on 4–20% gradient SDS-PAGE (Bio-Rad Laboratories). The proteins were transferred to nitrocellulose membrane (Pall Corporation, Ann Arbor, MI, USA), and the membranes were blocked with 0.1% casein in TBS for 60 min Then, the blots were probed in 0.1% casein/TBS-T with CCL2 mouse mAb (dilution 1:1000, Cat 66272-2-Ig, Proteintech) overnight at 4 °C. Subsequently, the blots were incubated with infrared-labeled secondary Abs at 1:10,000 at room temperature for 1 h. The immunoreactive bands were visualized and quantified using a LI-COR Odyssey CLx infrared imaging system (LI-COR Biosciences, Lincoln, NE, USA).

### Measurements of cytokines and chemokine in peripheral blood

Venous blood was obtained from the orbit of mice 9 days after RFA. The samples were clot for 30 min, then centrifuge for 10 min at 1000 × *g*. Remove serum and assay immediately using ELISA kit specific for mouse IL-6 (Cat 550950, BD Biosciences), IL-10 (Cat 555252, BD Biosciences), TGFβ (Cat 555052, BD Biosciences) and CCL2 (Cat SMZE00B, R&D Systems).

### CCL2 gene knockout in CT26 and MC38 cancer cells

The CCL2 gene was knocked out by CRISP/Cas9 editing technique in CT26 and MC38 cancer cells. sgRNA design and Cas9 vector construction were performed by Applied Biological Materials. Lnc (Zhenjiang, China). In brief, sgRNAs were designed against mCCL2 gene (Mus musculus, NM_144500.4) using CHOPCHOP (https://chopchop.rc.fas.harvard.edu/). Lentivirus packaging was performed and transduced to CT26 and MC38 cells according to abm protocol (https://www.abmgood.com/Lentivirus-Packaging-Systems.html). Puromycin selection was performed two days after transduction.

### Cancer cells stimulation and CCL2 measurements

CT26 mouse colon cancer cells were plated at a density of 1 × 10^5^ cells/well in 12-well plates. The cells were stimulated with recombinant mouse TNFα (Cat 410-MT-050, R&D Systems) (10 ng/mL) or macrophages (CD11b^+^F4/80^+^ isolated from residual tumors) at 37 °C for 6–48 h. To block TNFα and TNFR1, 2 μg anti-mouse TNFα IgG (Cat MAB4101, R&D Systems) or anti-TNFR1 mAb (Cat MAB430-100, R&D Systems) was added to each well. The level of CCL2 secreted protein was measured in the cell supernatants using an ELISA kit specific for mouse CCL2 (Cat SMZE00B, R&D Systems), following the manufacturer’s instructions.

### Immunofluorescence analyses

1 × 10^5^ CT26 cancer cells seeded on coverslips in 6-well plates and cultured to 70–80% confluency and cultured for 24 h. Then, the cells were fixed in 4% paraformaldehyde for 15 min, blocked with 5% BSA for 30 min, incubated with the anti-CCL2 antibody (ab25124,1:400, Abcam) overnight at 4 °C, followed by incubation with secondary antibodies (1:3000, Jackson). To visualize the nucleus, the cells were stained with DAPI (Sigma). The fluorescence images were observed under a laser-scanning confocal microscope (Carl Zeiss, Germany).

### Statistical analyses

Differences in the distribution of selected demographic and clinical characteristics between RFA and non-RFA groups were evaluated using Student’s *t*-test and Fisher’s chi-square test. The time to new metastasis (TTNM) was calculated from the date of RFA to the date of detection of new metastasis (including extrahepatic and intrahepatic metastases separated from the RFA zone). OS was calculated from the date of RFA to the date of death from any cause or the date of the last follow-up. The OS and TTNM curves were estimated using the Kaplan–Meier method and compared using the log-rank test. Retrospective stratification according to the Cox proportional hazards regression model was used for the adjustment of the putative underlying risk factors in earlier new metastasis. These factors were evaluated with univariate analyses using Cox regression tests. All clinical variables that were statistically significant in the univariate analysis were included in a multivariable analysis. *P* < 0.05 was considered statistically significant.

Data from animal experiments were expressed as mean ± SEM (standard error of mean) for biological replicates and mean ± SD (standard deviation) for technical replicates. Two-tailed unpaired Student's t-test was used for the comparison of RFA-treated mice and control groups. ANOVA test was used for the comparison of the tumor growth curves. Survival data were analyzed by log-rank test. *P* < 0.05 was considered as statistically significant. Data were analyzed using SPSS software (Version 13.0, SPSS Inc., Chicago, IL, USA) and GraphPad Prism (Version 8.0, GraphPad Software, SanDiego, California USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All relevant data related to this manuscript are available on request from the authors on reasonable request. The accession number for the RNA-sequencing data described in this study is GSE138224. Original un-cropped western blots are provided in source data. The source data underlying Figs. 1, 2, 4–8, Supplementary Table 3 and Supplementary Figs. 1, 2, 4–9 are provided.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

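RNA-seq of 3 untreated and 3 iRFA-treated CT26 tumors was used, the latter taken 3 days after iRFA, and each tumor is 1 library. Groups were taken from the labels of the samples and the paper. The authors checked reads with FastQC, aligned them with HISAT2 to GRCm38 and estimated the deposited FPKM values per gene with StringTie, without stating versions. FPKM divides by gene length and by the mapped fragments of the library, so the values hold no counts and the depth per library is unknown. Their relative depth was read from the steps between values under 0.3 FPKM. Precision was taken from the spread between tumors.

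From the deposited FPKM values, log2(FPKM + 1) was computed for the 15560 genes with a mean of at least 0.5 FPKM over the 6 libraries. The other 16550 genes were not tested. The groups were compared with limma 3.58.1 in R 4.3.3 (variance trend on, no covariates), two-sided, with Benjamini-Hochberg adjustment at 0.05. Gene lists with at least 3 tested members, 50 of the 51 fixed before the data were examined, were compared by camera with a correlation of 0.01 between genes, beside fry and Fisher's exact test, and adjusted over the lists. Mouse Reactome pathways carried by fgsea 1.28.0 with 15 to 300 tested genes, 671 in all, were tested by camera with the preset correlation alone. They were matched through Entrez numbers, which 18403 genes have, and adjusted over the pathways. Exact permutation tests used scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and plots matplotlib 3.10.9. Symbols and coordinates come from GENCODE release 21 of the mouse on GRCm38, and 50 identifiers have no name there. Genes with many processed pseudogenes, such as Gapdh and Hmgb1, and the paralogs of the class I and ribosomal families may share reads and are uncertain.

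The genes named are those of Fig. 3d, those the paper names from RNA-seq, PCR or flow cytometry, its PCR reference genes and, for each list described, up to 2 members of highest mean FPKM where no member passed the threshold. Any other gene is said to have been chosen after its values were seen. The test was run on simulated data of 15560 genes with 200 changed. With the spread of the iRFA libraries it recovered 84% of genes changed by a log2 of 1 and 97% of those changed by a log2 of 2, with 8 false calls. With the pooled spread of both groups it recovered 44% and 71%, with 10 false calls. Both simulations drew the noise of each gene separately, with the same spread in both groups. The real untreated libraries vary more than the iRFA libraries, with a median SD of 0.29 against 0.10. Their variation lies mainly along principal component 1, which holds 89.3% of the variance. The simulated shares therefore do not give the recovery on the real data.

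Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter or a mean of at least 1 FPKM, libraries rescaled to a sum of 1000000, median-of-ratios scaling, quantile normalization, the skeletal muscle list left out with the libraries then rescaled to equal sums, the replicate number as a block, a linear model without moderation, limma without the trend, an estimated correlation in camera, other rules of detection and each library left out in turn. The comparison without untreated replicates 1 and 2 was added after the data were examined, and its 1 untreated library is assumed to vary like the iRFA libraries. Enrichment of GO terms was not run, because the files carry no GO annotation, and no count test was run, because the step of 1 fragment depends on gene length.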

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

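The tests of explanations were chosen after the result was seen, whereas the gene lists were fixed before the data were examined. The paper does not discuss 4 gene lists that were higher after iRFA than other genes in its RNA-seq. MHC class I antigen presentation genes, which display peptides to CD8 T cells, had a median log2 fold change of 0.61 (14 of 16 positive, camera adjusted p = 0.00103, and adjusted p = 0.77 with an estimated correlation), with B2m at 2522 ± 168 against 1905 ± 475 FPKM and H2-D1, whose reads may be shared with its paralogs, at 1027 ± 49.3 against 751 ± 193 FPKM (SD, n = 3). Cell cycle genes had a median of 0.81 (22 of 22 positive, camera adjusted p = 2.9e-05, and adjusted p = 0.77 with an estimated correlation), with Pcna at 94.7 ± 6.74 against 62.4 ± 19.9 FPKM and Top2a at 90.2 ± 4.67 against 47.4 ± 43.1 FPKM (SD, n = 3). Ribosomal protein genes had a median of 0.25 (17 of 18 positive, camera adjusted p = 0.00619, and adjusted p = 0.77 with an estimated correlation), with log2 fold changes of 0.28 (standard error 0.20) for Rplp1 and 0.24 (standard error 0.17) for Rplp0, and this call ended with quantile normalization (adjusted p = 0.404). NK cell markers had a median of 0.45 (10 of 10 positive, camera adjusted p = 0.00619, and adjusted p = 0.77 with an estimated correlation), with Gzma at a log2 fold change of 1.46 (standard error 0.18) and Nkg7 at 0.03 (standard error 0.24), whose sign turned when libraries were rescaled, and this call ended without the library labelled untreated replicate 3 (adjusted p = 0.187). Each of the 4 calls was lost with an estimated correlation. Without untreated replicates 1 and 2, which leaves 1 untreated library, the medians of the MHC class I, cell cycle, ribosomal and NK lists were 0.08, −0.04, −0.01 and 0.31, and without the library labelled untreated replicate 3 they were 0.86, 1.26, 0.38 and 0.48.

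The library labelled untreated replicate 3 lies with the iRFA libraries. The tables argue against a difference in scaling, which leaves ranks untouched. The lowest Spearman correlation of this library across genes with an iRFA library exceeds its highest with untreated replicates 1 and 2 by 0.195. Relative depth, which can change ranks, was close, at 1.00 in untreated replicates 1 and 2 and 1.08 to 1.10 in the other 4 libraries. Each iRFA library correlates better with the other iRFA libraries than with untreated replicates 1 and 2, by 0.173 or more. This argues against an exchange of labels between the groups only if untreated replicates 1 and 2 share the origin of the other 4 libraries. If they do not, an exchange within these 4 libraries could leave a similar excess. The tables also argue against other tissue diluting the same tumor cells in untreated replicates 1 and 2 to a share of 1% or more. Of 5118 genes at 10 FPKM or more in each of the other 4 libraries, 8 lie under 1% of that in both replicates. Rhox5, chosen after its values were seen, is 1 of them. A stronger dilution would also leave genes of tumor cells alone under 1%, so these values cannot exclude it. A single wrong label, or an exchange with a sample outside the series, cannot be told apart from an untreated tumor that resembles the treated ones, since the library differs at least 2-fold from the iRFA libraries in 187, 201 and 271 genes and these from each other in 141 to 195. Another origin of untreated replicates 1 and 2 cannot be told from a change in these tumors either, since 80 genes of at least 10 FPKM in both lie under 1% of that in the other 4 libraries. The labels give this library the condition of untreated replicates 1 and 2, so no biological explanation was tested, and the paper's PCR reports higher Ccl2 and M2 markers after iRFA, which does not settle it.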

How the results depend on the processing

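The comparison without untreated replicates 1 and 2, which leaves 1 untreated library that is assumed to vary like the iRFA libraries, was chosen after the data were examined, and the other alternatives before. With limma, 0 genes were higher and 0 lower under every alternative except 2. Leaving out 1 library gave 0 to 5269 genes higher, 0 to 4711 lower, 0 to 1110 at least 2-fold higher, 0 to 1960 at least 2-fold lower and 0 to 10 genes of Fig. 3d higher, each highest value without the library labelled untreated replicate 3, and without untreated replicates 1 and 2 there was 1 gene higher, 1 at least 2-fold higher. Lists higher numbered 4 to 9 and lists lower 0 to 6 with 1 library left out, 14 and 6 without the filter on low values, where more genes are tested, 23 and 1 without untreated replicates 1 and 2, and 0 and 0 with an estimated correlation. Reactome pathways higher numbered 323 without the filter and 103 without untreated replicates 1 and 2, and pathways lower 13 to 29 with 1 library left out and 0 without untreated replicates 1 and 2. Genes detected in both groups numbered 12505 at a mean of at least 1 FPKM. In untreated tumors only they numbered 1614 with every library above 0, 1531 at a mean of at least 1 FPKM and 940 without untreated replicates 1 and 2. In iRFA-treated tumors only they numbered 888 and 358 at a mean of at least 0.1 and 1 FPKM and 5113 without untreated replicates 1 and 2.

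Of 84 named genes, 67 passed the threshold in the same direction without the library labelled untreated replicate 3, 10 changed sign under an alternative set before the data were examined, and 41 without untreated replicates 1 and 2. The 67 genes stand beside 5269 higher and 4711 lower of all 15560 genes tested without that library, so passing there is not particular to the named genes. Rescaling to equal sums gave log2 fold changes of −0.00321 for Pdgfa, −0.00179 for Tgfb1, −0.0501 for Nkg7 and −0.0239 for Cd47. Rescaling after the skeletal muscle list was left out gave nearly the same values, −0.00389, −0.00252, −0.0483 and −0.0244. Nkg7 was at −0.00501 with median-of-ratios scaling. Quantile normalization gave 0.0485 for Ifng, −0.0744 for Acta1, 0.00150 for Gapdh and 0.0870 for Foxp3. With 1 library left out, the range was −2.09 to 1.20 for Acta1, −0.24 to 0.11 for Gapdh, −0.31 to 0.0606 for Foxp3, −0.16 to 0.0657 for Pecam1, −0.44 to 0.0396 for Cd8a and −0.17 to 0.19 for Nkg7. The proinflammatory cytokine list turned without the filter (median −0.10) and with 1 library left out (−0.0638 to 0.0055), as did the hypoxia list with 1 library left out (−0.0706 to 0.00123), and the test direction of the neutrophil (−0.32 to −0.0148) and monocyte lists (0.00228 to 0.18). The muscle call ended after rescaling (adjusted p = 0.122) and with a pseudocount of 0.1 (0.122), and the fibroblast call without moderation (0.0612). The cause was not tested, except where fewer libraries or more genes enter by construction.

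Same-numbered libraries had correlations of −0.09, −0.11 and −0.23 between their deviations from the group means. In the untreated group these deviations mainly follow the split of replicates 1 and 2 from the library labelled replicate 3. They therefore cannot show whether replicate numbers pair the samples. With the replicate number as a block, 0 genes were higher and 0 lower, 8 lists were higher and 4 lower, and 205 pathways higher and 21 lower. The M2-like list then passed as higher and the list of epithelial tumor cell genes as lower (camera adjusted p = 0.0442 for each). The GO test was not run because the files carry no GO annotation, and the count test was not run because the step of 1 fragment depends on gene length. Depth is unknown, so limits for genes listed at 0 are not given.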

Differences from the paper's values

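The tally of genes detected in each group in Fig. 3b is compared here under a rule of this re-analysis, since the paper's text states no rule for it. The paper's counts were about 21000 genes in both groups, about 1500 in untreated tumors only and about 1500 in iRFA-treated tumors only (Fig. 3b, read by eye). With an FPKM above 0 in at least 1 library of the group, the counts were 25963, 3853 and 2294, and the counts of each group alone differ by more than 1.5 times from the paper's. Of the alternatives set before the data were examined, an FPKM above 0 in every library of the group gave 19265, 1614 and 1651, which lie within 1.5 times of the paper's counts. A mean of at least 1 FPKM also came within this range for untreated tumors only (1531) but not for iRFA-treated tumors only (358), and leaving out 1 iRFA replicate did so for iRFA-treated tumors only (1580 to 1776). A mean of at least 0.1 FPKM (3106 and 888) and leaving out 1 untreated replicate (2820 to 3343 and 2887 to 3390) did not for either, nor did leaving out 1 iRFA replicate for untreated tumors only (4618 to 4835).

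Fig. 3a draws the 3 untreated libraries as a cluster apart from the iRFA libraries, whereas here the library labelled untreated replicate 3 had a Pearson correlation of 0.983 to 0.987 with the iRFA libraries and of 0.801 to 0.807 with the other untreated libraries.

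The paper states that genes of damage-associated molecules, cytokines, chemokines and immunosuppression were higher in the residual tumor, and its Fig. 3d draws them so. Over the 27 tested genes of that figure, 14 log2 fold changes were positive and 13 negative, 4 genes were higher and 2 lower without overlap of the groups, and 0 passed the threshold of limma. The values of Ccl2 (1.89), Ccl5 (1.04), Arg1 (2.59), Ido1 (0.93), Hmgb1 (0.67) and Hspa4 (0.27) are positive, as the paper states. The values of Il10 (−1.64), Il18 (−1.28), Cxcl5 (−1.02), Il1b (−0.84), Cxcr3 (−0.66), Cxcl12 (−0.66), Mmp2 (−0.62) and Pdgfb (−0.60) are negative. Without the library labelled untreated replicate 3, an alternative set before the data were examined, 10 genes of the figure were higher, among them Tnf (adjusted p = 0.0355) and Ccl2 (adjusted p = 2.9e-06), and 10 were lower, among them Cxcl12 (adjusted p = 1.4e-04) and Il10 (adjusted p = 1.2e-04). In that comparison, 5269 of the 15560 genes tested were higher and 4711 lower. The paper names Tnf as strongly higher and Cxcl12 as higher after iRFA, where the log2 fold changes here are 0.30 and −0.66. The paper reports hypoxia and response to wounding among the enriched terms of its differentially expressed genes, and here the lists for them had medians of −0.06 and −0.45 (camera adjusted p = 0.403 and 0.469), a test that differs from the paper's.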

Other observations

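All tests of explanations here were chosen after the result was seen, and so were the lists of mesothelial markers and the genes Xist, Ddx3y, H2-Ea-ps, H2-Aa, H2-Ab1, H2-Eb1, Wt1, Nnt and Mcpt4. In untreated replicates 1 and 2, 12 mesothelial markers, of the cells that line body cavities, were at 19.6 to 257 FPKM, and in the other 4 libraries at no more than 1.52 FPKM. As this list was chosen after the values were seen, its split between the libraries is not independent evidence of mesothelial cells. The transcription factor Wt1 was at 55.1 and 50.4 FPKM in untreated replicates 1 and 2 and at no more than 0.0209 FPKM elsewhere. Of the list of epithelial tumor cell genes, Ly6e was at 77.1 ± 2.78 against 125 ± 41.8 FPKM (SD, n = 3). Xist was at 73.3, 65.0 and 27.0 FPKM in the untreated libraries and at 21.0, 22.8 and 26.6 FPKM in the iRFA libraries, and the Y-linked Ddx3y reached no more than 0.00996 FPKM in any library. The paper names male mice as hosts, whereas the Y-linked Ddx3y was nearly absent from all 6 libraries, a difference whose cause was not tested. The 1 gene past the threshold without untreated replicates 1 and 2 is Nnt, which has 2 overlapping gene identifiers in the annotation, so its reads may be split (1 gene higher in this alternative). Summed over both, Nnt was at 27.4, 28.4 and 10.2 FPKM in the untreated libraries and at 29.0, 27.2 and 28.3 FPKM in the iRFA libraries. The sum was thus still lowest in the library labelled untreated replicate 3.

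H2-Ea-ps, the E alpha chain of MHC class II, was listed at 0 in 5 libraries and at 0.0761 FPKM in iRFA replicate 3. The tables argue against strain variants that keep class II reads from being counted, since the lowest value of H2-Aa, H2-Ab1 and H2-Eb1 in any library was 231 FPKM. Cells of a host haplotype without the E alpha chain remain a candidate explanation, and the highest value of 0.0761 FPKM cannot tell the haplotype of the host from that of the tumor cells. The paper names BALB/c mice, of H2Kd, for CT26 tumors. No library of known haplotype was compared, so the values do not show that this strain lacks the chain. No biological explanation was tested.

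Muscle and mast cell genes of the iRFA libraries lie between those of the untreated libraries. Acta1 was at 88.0 and 111 FPKM in untreated replicates 1 and 2, 0.173 FPKM in the library labelled untreated replicate 3 and 18.2 to 25.3 FPKM in the iRFA libraries, and the mast cell protease Mcpt4 at 28.5, 28.8, 1.20 and 5.90 to 7.45 FPKM. The tables argue against reads of untreated replicates 1 and 2 carried into the iRFA libraries, since 43 genes of at least 50 FPKM in both lie under 5% of that in every iRFA library. Host tissue beside the tumor, taken in differing amounts, could account for the muscle and mast cell genes. Their median level in the iRFA libraries was 22.7% of that in untreated replicates 1 and 2 for muscle genes and 19.9% for mast cell genes. Skin genes were at 1.51%, so 1 common amount of tissue would not cover them. They summed to 119 and 558 FPKM in untreated replicates 1 and 2 and to 8.26 to 16.3 FPKM in the iRFA libraries, so their share depends on the replicate compared. The treatment cannot be told apart from the amount of tissue taken. No biological explanation was tested.

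The 6 libraries can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. The real division gave 0 genes and the highest other 1, with 10 of 10 divisions giving as many. For the genes of Fig. 3d it gave 0 and the highest other 0 (10 of 10). For gene lists it gave 10 and the highest other 26, with 7 giving as many, and for Reactome pathways 234 and the highest other 268, with 2 giving as many. For genes at an unadjusted p under 0.05 it gave 2286 and the highest other 3924, and for genes without overlap of the groups 3409 and the highest other 4825, with 2 giving as many for each. Both of these highest values set untreated replicates 1 and 2 with iRFA replicate 3.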
